# Impact of the SnRK1 protein kinase on sucrose homeostasis and the transcriptome during the diel cycle

**DOI:** 10.1093/plphys/kiab350

**Published:** 2021-07-28

**Authors:** Bruno Peixoto, Thiago A Moraes, Virginie Mengin, Leonor Margalha, Rubén Vicente, Regina Feil, Melanie Höhne, António G G Sousa, Jingtao Lilue, Mark Stitt, John E Lunn, Elena Baena-González

## Abstract

SNF1-related Kinase 1 (SnRK1) is an evolutionarily conserved protein kinase with key functions in energy management during stress responses in plants. To address a potential role of SnRK1 under favorable conditions, we performed a metabolomic and transcriptomic characterization of rosettes of 20-d-old Arabidopsis (*Arabidopsis thaliana*) plants of SnRK1 gain- and loss-of-function mutants during the regular diel cycle. Our results show that SnRK1 manipulation alters the sucrose and trehalose 6-phosphate (Tre6P) relationship, influencing how the sucrose content is translated into Tre6P accumulation and modulating the flux of carbon to the tricarboxylic acid cycle downstream of Tre6P signaling. On the other hand, daily cycles of Tre6P accumulation were accompanied by changes in SnRK1 signaling, leading to a maximum in the expression of SnRK1-induced genes at the end of the night, when Tre6P levels are lowest, and to a minimum at the end of the day, when Tre6P levels peak. The expression of SnRK1-induced genes was strongly reduced by transient Tre6P accumulation in an inducible Tre6P synthase (otsA) line, further suggesting the involvement of Tre6P in the diel oscillations in SnRK1 signaling. Transcriptional profiling of wild-type plants and SnRK1 mutants also uncovered defects that are suggestive of an iron sufficiency response and of a matching induction of sulfur acquisition and assimilation when SnRK1 is depleted. In conclusion, under favorable growth conditions, SnRK1 plays a role in sucrose homeostasis and transcriptome remodeling in autotrophic tissues and its activity is influenced by diel fluctuations in Tre6P levels.

## Introduction

In most plants, sucrose is a major product of photosynthesis and the most common form in which carbon is exported to sink organs for growth, development and storage (Ruan, 2014). Sucrose metabolism is tightly controlled (1) to ensure that sucrose synthesis is neither too slow nor too fast to limit CO_2_ fixation and (2) to balance sucrose synthesis and export with the accumulation of carbon reserves that enable survival and growth through the night (Smith and Stitt, 2007). The inability to efficiently manage carbon resources has clear penalties on plant growth. On the one hand, incomplete starch mobilization results in yield losses due to nonproductive carbon sequestration. On the other hand, if starch is prematurely depleted during the night, the ensuing carbon starvation leads to metabolic and transcriptional responses that inhibit growth (Smith and Stitt, 2007; Stitt and Zeeman, 2012).

Although the underlying mechanisms are still poorly understood, several of the components involved in the coordinated regulation of carbon assimilation, storage and growth are known. One is trehalose 6-phosphate (Tre6P) signaling. Tre6P is a regulatory sugar that modulates primary metabolism, growth, and development. Tre6P is synthesized from glucose 6-phosphate (Glc6P) and UDP-glucose by Tre6P synthase (TPS) and is further metabolized into trehalose by Tre6P phosphatase (TPP; Lunn et al., 2014; Fichtner and Lunn, 2021). The Arabidopsis (*Arabidopsis thaliana*) genome harbors 11 genes encoding TPS or TPS-like proteins (*TPS1*–*TPS11*) and 10 genes encoding TPP proteins (*TPPA*–*TPPJ*). Class I TPS proteins (TPS1–TPS4) contain a catalytically active glucosyltransferase domain and a noncatalytic TPP-like domain. The class II proteins (TPS5–TPS11) have a similar domain structure and most of the active site residues are conserved, but they do not appear to have TPS or TPP activity (Ramon et al., 2009; Lunn et al., 2014; Delorge et al., 2015; Fichtner and Lunn, 2021).

Normally, Tre6P concentrations are very low in Arabidopsis plants (0.01–2 nmol g^−1^ FW), but their levels respond to daily sucrose peaks and also rise dramatically in response to exogenous sucrose feeding (Lunn et al., 2006; Nunes et al., 2013; Yadav et al., 2014). Indeed, a strong correlation between Tre6P and sucrose levels has been reported in many tissues and species, suggesting that Tre6P is an evolutionarily conserved proxy for the plant sucrose status (Lunn et al., 2014; Fichtner and Lunn, 2021). Most importantly, Tre6P regulates sucrose levels by promoting sucrose consumption and preventing further synthesis when Tre6P levels are high, while promoting sucrose synthesis and decreasing sucrose consumption when Tre6P levels are low (Lunn et al., 2014; Fichtner and Lunn, 2021). Using an inducible system for Tre6P production in combination with metabolomics, proteomics, and flux analyses, it was demonstrated that high Tre6P reduces sucrose production in source leaves by diverting photoassimilates into organic and amino acid synthesis (by activating nitrate reductase [NR] and phosphoenolpyruvate carboxylase [PEPC]) during the day (Figueroa et al., 2016) and by inhibiting starch degradation at night (Martins et al., 2013).

Another component of the energy management network is SNF1-Related Kinase 1 (SnRK1), an evolutionarily conserved heterotrimeric protein kinase complex composed of an α-catalytic subunit and regulatory β- and γ-subunits (SnRK1α1/α2, SnRK1β1/β2/β3, and SnRK1βγ in Arabidopsis; Broeckx et al., 2016). SnRK1 is inhibited, directly or indirectly, by sugars such as Tre6P, Glc6P, and glucose 1-phosphate (Zhang et al., 2009; Nunes et al., 2013; Zhai et al., 2018; Baena-González and Lunn, 2020), while SnRK1 signaling is activated in response to low energy levels, often associated with stress (Baena-González et al., 2007; Baena-González and Sheen, 2008; Crepin and Rolland, 2019). Upon activation, SnRK1 triggers transcriptional and metabolic responses to stimulate energy-producing catabolic processes and inhibit energy-consuming biosynthetic processes and growth (Baena-González and Sheen, 2008; Nukarinen et al., 2016), ultimately promoting stress tolerance and survival. The relevance of SnRK1 for stress responses has been validated in planta, where the overexpression of the main catalytic subunit SnRK1α1 enhances tolerance to abiotic and biotic stresses, while the opposite is true for *snrk1α* knockdown mutants (Hulsmans et al., 2016; Margalha et al., 2019).

In this study, we hypothesized that SnRK1 plays important roles in daily carbon management in the absence of any overt form of abiotic or biotic stress treatment. To investigate this, we compared wild-type plants and SnRK1 gain- and loss-of-function mutants at the metabolite and transcriptional levels at different timepoints of the day and night. Our results implicate SnRK1 in sucrose homeostasis and transcriptional regulation during normal day–night cycles in rosette leaves. They further show that this is at least partly determined by diel oscillations in Tre6P accumulation that impact SnRK1 activity.

## Results

To investigate the function of SnRK1 during the regular diel cycle, we grew plants under conditions that are only slightly limiting for growth of Arabidopsis Col-0 plants (12-h photoperiod with an irradiance of 160 µmol m^−2^ s^−1^; Sulpice et al., 2014). We used a SnRK1α1 overexpression line (*SnRK1α1-OE*; Jossier et al., 2009), and a partial SnRK1α loss-of-function mutant (*snrk1α1*^*−*^^/^^*−*^*snrk1α2*^+/^^*−*^, *sesquiα2*; Belda-Palazón et al., 2020). The *sesquiα2* line was selected as a loss-of-function mutant for two reasons. First, the molecular phenotypes of the *snrk1α1* and *snrk1α2* single mutants are mild even under stress conditions (Nukarinen et al., 2016; Belda-Palazón et al., 2020) due to functional redundancy between the two *α*-subunits (Baena-González et al., 2007). Second, despite being a stronger loss-of-function mutant than the single *snrk1α* mutants, the *sesquiα2* line does not show obvious growth phenotypes under our standard laboratory growth conditions in soil (Supplemental Figure S1A). This makes this mutant ideal for investigating a potential impact of SnRK1 on metabolism and gene expression without confounding effects derived from altered growth and development. The *SnRK1α1-OE* line was selected as a gain-of-function mutant also because it did not show obvious growth alterations under our growth conditions (Supplemental Figure S1A) and because it was generated in the same background as the *sesquiα2* mutant (Col-0; Jossier et al., 2009). Mutants and Col-0 control plants were grown for 20 d and then harvested at 4-h intervals over a period of 40 h starting at ZT8 (Supplemental Figure S1B). Using both enzymatic, as well as liquid chromatography with tandem mass spectrometry (LC–MS/MS) methodologies, we analyzed these samples for the contents of a total of 38 different metabolites related to pathways of carbon and nitrogen primary metabolism (Supplemental Table S1).

### Impact on sucrose and Tre6P

As shown in Figure 1, A and B, Col-0 rosettes displayed the expected diel changes of sucrose and Tre6P, with sucrose levels peaking at the end of the day (ED) and being closely mirrored by Tre6P. The average sucrose content ranged from 0.84 to 2.08 µmol (hexose equivalents) g^−1^ FW at the end of the night (EN) and ED, respectively, while Tre6P ranged from 0.10 to 0.40 nmol g^−1^ FW at EN and ED, respectively. This resulted in Tre6P:sucrose ratios of 0.12 at EN and 0.19 at ED, consistent with values previously reported for Col-0 rosettes grown under equinoctial conditions (Yadav et al., 2014; Table 1). Qualitatively similar diel changes of sucrose and Tre6P accumulation were observed for *SnRK1α1-OE and sesquiα2* (Figure 1, A and B). However, *SnRK1α1-OE* contained higher levels of both metabolites. The differences were significant at nine time points for Tre6P (Figure 1B), and at four for sucrose (Figure 1A). Importantly, the change in Tre6P was proportionally larger than that of sucrose (2- and 1.4-fold higher at ED and EN, respectively). This led to Tre6P:sucrose ratios that were 1.9- and 1.4-fold higher than in Col-0 at ED and EN, respectively, with the main cause for this being higher Tre6P levels (Table 1, ED: 2.4-fold, EN: 1.6-fold higher). In contrast, *sesquiα2* contained lower levels of both metabolites. The differences were significant at all eleven time points for Tre6P (Figure 1B), but only at six for sucrose (Figure 1A). The change in Tre6P was again proportionally larger than that of sucrose (2.9- and 2.4-fold lower at ED and EN, respectively). This led to Tre6P:sucrose ratios that were 2.8- and 2.5-fold lower than in Col-0 at ED and EN, respectively, with the main cause for this being lower Tre6P levels (Table 1; ED: 3.5-fold, EN: 2.7-fold lower). Fructose and glucose showed very small and variable differences (Supplemental Figure S2).

**Figure 1:**
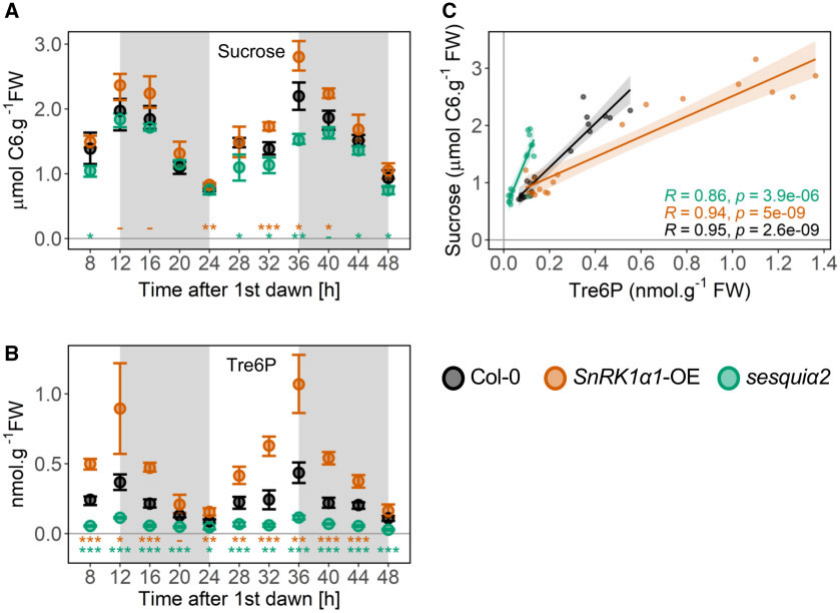
Impact of SnRK1 on sucrose and Tre6P accumulation and their relationship. Sucrose (A) and Tre6P (B) levels were quantified from 20-d-old Col-0, *SnRK1α1-OE*, and *sesquiα2* plants grown under a 12:12 photoperiod and harvested every 4 h. The night period is marked in grey. Graphs show the average of four to five biological replicates (each composed of a pool of four to five randomly sampled whole rosettes) at each time point, with error bars representing the 95% confidence interval. Asterisks denote statistically significant differences tested at each ZT for both genotypes separately (one-way ANOVA with Tukey’s post hoc test of honestly significant differences, HSD). ^-^*P* < 0.1 cases in which the Tukey’s HSD test resulted in non-significant differences; *P <* *0.05; **P <* *0.01; ***P <* *0.001. C, Impact of SnRK1 on the Tre6P-sucrose relationship. The Tre6P content of samples at ED (12 h and 36 h after first dawn) and EN (24 h and 48 h after first dawn) was plotted against the corresponding values of sucrose. *R*, Pearson correlation coefficient. Sucrose levels correspond to hexose equivalents.

**Table 1:** Impact of SnRK1 on Tre6P:sucrose ratios

Genotype	Time of day	Tre6P (nmol g^-1^ FW)	Sucrose (μmol g^-1^ FW)	Tre6P:Sucrose	*P*-value (versus control)	Reference
Col-0	ED	0.401 ± 0.08	2.083 ± 0.28	0.195 ± 0.04	NA	Figure 1 (*n *=* *8)
	EN	0.099 ± 0.02	0.843 ± 0.14	0.119 ± 0.03	NA	Figure 1 (*n *=* *10)
*SnRK1α1-OE*	ED	0.981 ± 0.31	2.584 ± 0.34	0.376 ± 0.10	6.00E−04	Figure 1 (*n *=* *8)
	EN	0.159 ± 0.05	0.939 ± 0.16	0.170 ± 0.04	1.15E−02	Figure 1 (*n *=* *10)
*sesquiα2*	ED	0.114 ± 0.01	1.678 ± 0.20	0.069 ± 0.01	2.00E−04	Figure 1 (*n *=* *8)
	EN	0.037 ± 0.02	0.749 ± 0.09	0.047 ± 0.03	3.00E−04	Figure 1 (*n *=* *10)

Genotype	Time of day	Tre6P (nmol g^-1^ FW)	Sucrose (μmol g^-1^ FW)	Tre6P:Sucrose	*P*-value (versus control)	Reference

Col-0	ED	0.417 ± 0.06	1.802 ± 0.29	0.232 ± 0.02	NA	Yadav et al. (*n *=* *5)
	EN	0.097 ± 0.01	0.729 ± 0.11	0.134 ± 0.00	NA	Yadav et al. (*n *=* *5)
*TPS-OE*	ED	2.388 ± 0.27	1.222 ± 0.11	1.955 ± 0.16	1.60E−02	Yadav et al. (*n *=* *4)
	EN	1.025 ± 0.34	0.362 ± 0.10	2.831 ± 0.53	7.90E−03	Yadav et al. (*n *=* *5)
*TPP-OE*	ED	0.399 ± 0.04	3.423 ± 0.52	0.118 ± 0.02	7.90E−03	Yadav et al. (*n *=* *5)
	EN	0.088 ± 0.02	0.995 ± 0.13	0.088 ± 0.01	7.90E−03	Yadav et al. (*n *=* *5)

Yadav et al., 2014; 12:12 conditions.

Ratios are means ± sd and were calculated using only ED (12 h and 36 h after first dawn), and EN (24 h and 48 h after first dawn) time points. *P*-values refer to statistically significant differences (Student’s *t* test) between Col-0 and each of the indicated SnRK1 mutants. These data are graphically represented in Figure 1C, and use the Tre6P and sucrose values of Figure 1, A and B. The values previously obtained for plants with altered Tre6P accumulation (*TPS-OE and TPP-OE*, 12:12 photoperiod, EN and ED) by Yadav et al. (2014) are also shown for comparison. FW, Fresh weight. Sucrose levels correspond to hexose equivalents.

The proposal that Tre6P is a signal of the sucrose status was originally prompted by the tight correlation observed between the levels of Tre6P and sucrose (Lunn et al., 2006). We therefore wondered whether manipulation of SnRK1 had any effect on the relationship between these two sugars and generated the corresponding sucrose–Tre6P regression plots to assess this. A strong positive correlation between Tre6P and sucrose was observed in all lines, with *R* values of 0.95, 0.94, and 0.86 in Col-0, *SnRK1α1-OE*, and *sesquiα2*, respectively (Figure 1C and Table 2). However, compared to Col-0, the slope of the regression was markedly lower in *SnRK1α1-OE* and higher in the *sesquiα2* mutant.

**Table 2:** Impact of SnRK1 on the Tre6P–sucrose relationship

Genotype	*R*	*P*-value	Slope
Col-0	0.95	2.60E−09	3.80
*SnRK1α1-OE*	0.94	5.00E−09	1.80
*sesquiα2*	0.86	3.90E−06	9.70

Genotype	*R*	*P*-value	Slope

Col-0 (Yadav et al.)	0.99	1.90E−07	3.40
*TPS-OE* (Yadav et al.)	0.97	1.90E−05	0.58
*TPP-OE* (Yadav et al.)	0.96	7.90E−06	7.70

The Tre6P content of Col-0, *SnRK1α1-OE*, and *sesquiα2* rosettes at ED (12 h and 36 h after first dawn), and EN (24 h and 48 h after first dawn) was plotted against the corresponding values of sucrose. *R*, Pearson correlation coefficient. Slope, slopes of the corresponding Tre6P–sucrose regression curves (Figure 1C). Data previously obtained for the *TPS-OE and TPP-OE* lines by Yadav et al. (2014) are also shown for comparison.

A previous study (Yadav et al., 2014) compared the diel levels of Tre6P and sucrose in three different photoperiods in plants constitutively expressing a bacterial TPS or TPP (*Escherichia coli* OtsA or OtsB; *TPS-OE and TPP-OE*, respectively). We retrieved the data from the 12:12 photoperiod of this study and re-calculated the average values at ED and EN (Table 1). The Tre6P:sucrose ratios of *TPS-OE* were higher than those of Col-0, qualitatively resembling *SnRK1α1-OE* plants. However, the differences in *TPS-OE* plants were much more pronounced than in *SnRK1α1-OE* (8.4- and 21.2-fold higher than in Col-0 at ED and EN, respectively), and were due to lower sucrose as well as increased Tre6P. In *TPP-OE*, Tre6P:sucrose ratios were, like the *sesquiα2* mutant, lower than in Col-0 plants (2- and 1.5-fold lower than in Col-0 at ED and EN, respectively), and were exclusively due to high sucrose.

We next asked what could be the cause for the changed Tre6P levels in the SnRK1 mutants. The magnitude of the SnRK1-dependent change in Tre6P levels was smallest when sucrose content reached its minimum at EN (1.6-fold higher in *SnRK1α1-OE* and 2.7-fold lower in *sesquiα2* versus Col-0), and largest when sucrose peaked at ED (2.4-fold higher in *SnRK1α1-OE* and 3.5-fold lower in *sesquiα2* versus Col-0). This is clearly seen in the corresponding sucrose:Tre6P regression plots (Supplemental Figure S3A), and suggests that SnRK1 affects the sensitivity of Tre6P synthesis and/or degradation to sucrose, leading to sucrose hypersensitivity of Tre6P in *SnRK1α1-OE* and sucrose hyposensitivity of Tre6P in the *sesquiα2* mutant.

To look further into the underlying mechanisms, we quantified the levels of TPS1, the predominant Tre6P-synthesizing enzyme in Arabidopsis (Delorge et al., 2015; Fichtner et al., 2020). Surprisingly, TPS1 levels were lower at ED in *SnRK1α1-OE* (Figure 2A), but no differences were observed at EN (Figure 2B). *TPS1* mRNA levels were unchanged (Supplemental Figure S3B). Given the high Tre6P accumulation of *SnRK1α1-OE*, decreased TPS1 levels could be due to product-mediated negative feedback, *via* translational regulation or stability of the TPS1 protein. For *sesquiα2*, no differences were observed compared to Col-0 (Figure 2, C and D).

**Figure 2:**
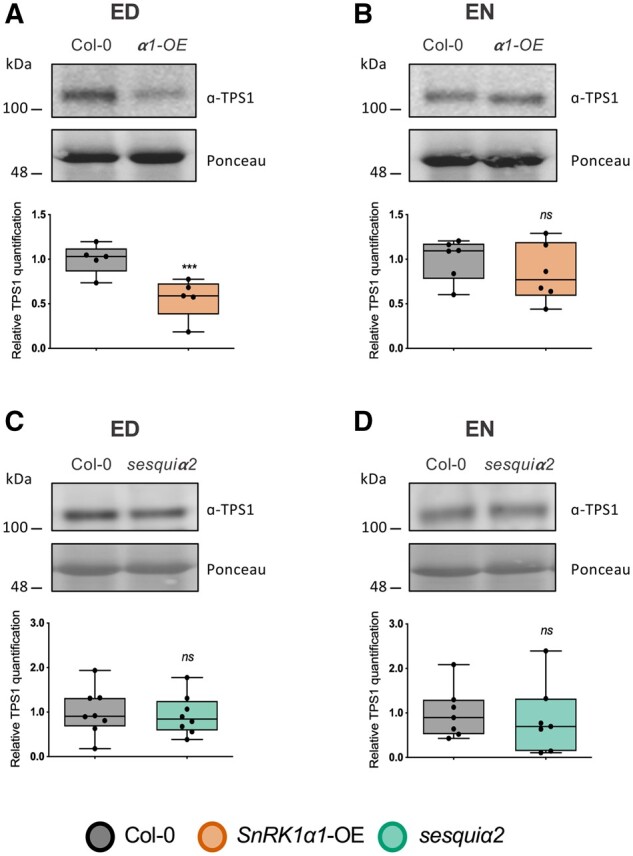
Impact of SnRK1 on TPS1 protein accumulation. Levels of TPS1 protein were quantified by immunoblot analyses in Col-0 control plants and *SnRK1α1-OE* (A, B) and *sesquiα2* (C, D) mutants at ED (A, C) and EN (B, D). Upper parts, representative immunoblots for the TPS1 protein. Lower parts, boxplots representing a minimum of four biological replicates (each consisting of a pool of three randomly harvested rosettes). Lower and upper box boundaries represent the first and third quantiles, respectively, horizontal lines mark the median and whiskers mark the highest and lowest values. Dots represent individual datapoints. *P*-values denote statistically significant differences between SnRK1 mutants and Col-0 at the indicated times of the day (paired *t* test); NS, nonsignificant; ***P <* *0.001.

Collectively, these results show that Tre6P and sucrose levels are affected in the SnRK1 mutants. Furthermore, the responsiveness of Tre6P to changes in sucrose is also altered in these plants, suggesting that SnRK1 links sucrose to Tre6P synthesis and/or degradation through mechanisms other than TPS1 accumulation.

### Impact on diel starch turnover

In all genotypes, starch showed qualitatively similar diel changes, being accumulated and mobilized in a near-linear manner during the day and night, respectively, and almost fully exhausted at EN (Supplemental Figure S4A). However, starch levels were moderately but significantly higher in *SnRK1α1-OE* and lower in *sesquiα2*, particularly toward the ED (Supplemental Figure S4A). Accordingly, the rate of starch accumulation was significantly lower in *sesquiα2* compared to Col-0 (Supplemental Figure S4B). The rates of degradation mirrored those of starch accumulation in all the genotypes, consistent with starch mobilization being determined by the amount of starch reserves and the length of the night (Graf et al., 2010; Scialdone et al., 2013). Compared to Col-0, sucrose levels and starch content increased in *SnRK1α1-OE* and decreased in *sesquiα2*. In both cases, the changes of sucrose were larger than those of starch. Hence, the starch:sucrose ratio was lower in *SnRK1α1-OE* and higher in *sesquiα2* (Supplemental Figure S4C), with differences being most significant at ED, when sucrose levels are most divergent in these mutants.

### Impact on sugar phosphates and organic acids

The levels of sugar phosphates and glycolytic intermediates tended to be lower in *sesquiα2* than in Col-0, in particular in the case of fructose 6-phosphate (Fru6P) and 3-phosphoglycerate (3-PGA), for which differences were significant at four and five time points, respectively (Figure 3A;Supplemental Table S1, D and E). For Glc6P and phosphoenolpyruvate, differences reached significance only at two time points. Several tricarboxylic acid cycle (TCA) intermediates, citrate, aconitate, and isocitrate accumulated to significantly higher levels in *sesquiα2* at four, eleven, and ten time points, respectively. Remarkably, an opposite pattern was observed for succinate, which was significantly decreased in *sesquiα2* at ten time points. For 2-OG, a subtle yet significant reduction was also visible at two time points. Malate and fumarate showed inconsistent and mostly nonsignificant alterations.

**Figure 3:**
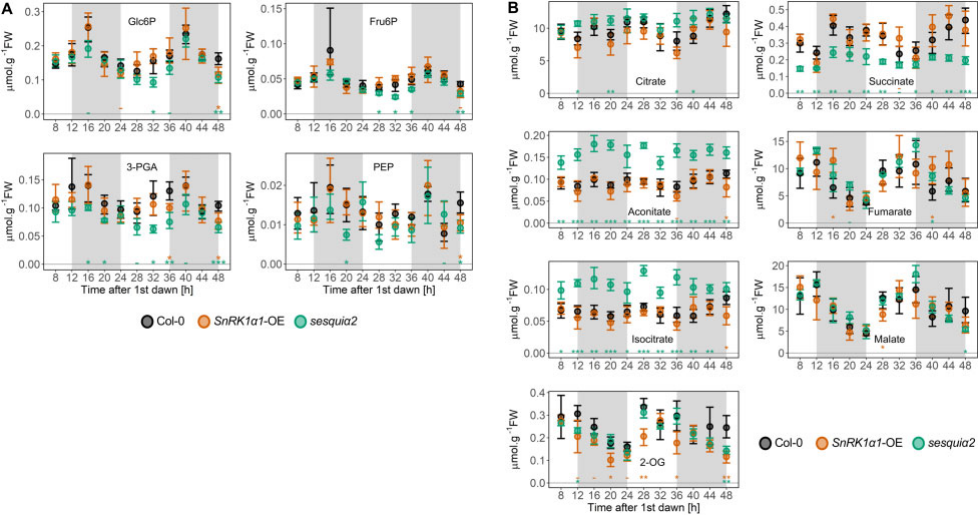
Impact of SnRK1 on the levels of glycolytic and TCA cycle intermediates. Levels of glycolytic (A) and TCA cycle intermediates (B) were quantified from 20-d-old Col-0, *SnRK1α1-OE*, and *sesquiα2* plants grown under a 12:12 photoperiod and harvested every 4 h. The night period is marked in gray. Graphs show average values for the same samples as in Figure 1 (*n *=* *4–5 biological replicates, each composed of a pool of four to five randomly sampled whole rosettes at each time point), with error bars representing the 95% confidence interval. Asterisks denote statistically significant differences tested at each ZT for both genotypes separately (one-way ANOVA with Tukey’s HSD post hoc test); ^-^*P* < 0.1 cases in which the Tukey’s HSD test resulted in nonsignificant differences; *P <* *0.05; **P <* *0.01; ***P <* *0.001. Glc6P, glucose 6-phosphate; Fru6P, fructose 6-phosphate; 3-PGA, 3-phosphoglycerate; PEP, phosphoenolpyruvate; 2-OG, 2-oxoglutarate.

In *SnRK1α1-OE*, the levels of sugar phosphates, glycolytic, and TCA cycle intermediates were mostly similar to Col-0. The only exception was 2-OG, which accumulated to significantly lower levels in *SnRK1α1-OE* at four time points (Figure 3, A and B; Supplemental Table S1, B and C).

### Impact on the transcriptome

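The RNA-seq data comprise 18 libraries from whole rosettes of 20-d-old plants, 3 for each of the 3 genotypes at ED (ZT 12 h) and at EN (ZT 24 h). Each library stands for 1 pool of rosettes. The groups are the wild type Col-0, the overexpression line SnRK1α1-OE and the partial loss-of-function mutant sesquiα2. The authors mapped the reads with HISAT2, normalized the counts with edgeR and deposited 1 value per gene and library for 32833 genes. According to the supplementary text, these values are edgeR's pseudo-counts multiplied by the scaling factors of the TMM method. The multiplication takes the TMM scaling out again, so that every library sums to between 37929523 and 37930213, and the values are in effect reads scaled to a common total. Inverting the calculation gave whole reads for all 590994 values, with 35050877 to 40416618 reads per library. The median number of reads was 39652131 in Col-0, 35954762 in SnRK1α1-OE and 38833093 in sesquiα2 at ED, and 38787771, 40228249 and 38613717 in the same order at EN.
The tests used log2 of the deposited value with a pseudocount of 1. Genes with a value of at least 10 in at least 3 of the libraries compared were tested with limma, with p-values adjusted by the Benjamini-Hochberg method over all genes tested. A gene counted as a DEG with an adjusted p under 0.05 and an absolute log2 fold change of at least 1, the thresholds of the paper. The median log2 fold change of all genes against Col-0 was −0.12 in SnRK1α1-OE at ED, 0.03 in SnRK1α1-OE at EN, 6.58e-04 in sesquiα2 at ED and 0.10 in sesquiα2 at EN. A change of a single gene reads against these medians. With 3 libraries against 3, no exact permutation test of a single gene can give a p below 0.1.
The transcript of SnRK1α1 (AT3G01090, chromosome 3 of TAIR10.1, 31145 to 34670) tells the overexpression line from the other genotypes. Its deposited value was 30830 ± 1710 (SD, n = 3) in SnRK1α1-OE and 1711 ± 27.6 (SD, n = 3) in Col-0 at ED, and 29210 ± 448 against 1945 ± 55.9 at EN. All 3 overexpression libraries lay above all 3 Col-0 libraries at each time point (exact permutation test, two-sided p = 0.1, the smallest possible). AT3G01100 overlaps this gene on the same strand. In the libraries labelled sesquiα2, whose genotype is snrk1α1−/− snrk1α2+/−, the value of SnRK1α1 was 1732 ± 28.9 (SD, n = 3) at ED and 1833 ± 144 at EN. Against Col-0 the exact permutation test gave a two-sided p of 0.4 at ED and 0.2 at EN, so the transcript does not check the labels of this genotype. The value of SnRK1α2 (AT3G29160) was 1006 ± 88 (SD, n = 3) in sesquiα2 and 1471 ± 57.2 in Col-0 at ED, a log2 fold change of −0.55 (SE 0.0984, adjusted p = 0.0699 from limma), and its log2 fold change at EN was −0.14 (adjusted p = 0.526 from limma). The methods state that sesquiα2 seedlings were pre-selected on plates with BASTA before they were moved to soil, while the seeds of the other genotypes were sown on soil. This difference in growth runs along with the genotype in every comparison of sesquiα2 with Col-0.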

To investigate the relevance of SnRK1 for gene expression during the regular diel cycle, we extracted RNA from the samples collected for metabolite quantification at ED and EN (three replicates per genotype and condition; Supplemental Figure S1B) and performed RNA sequencing (RNA-seq) analyses. Volcano plots show differentially expressed genes (DEGs) for each pairwise comparison (*SnRK1α1-OE* versus Col-0 and *sesquiα2* versus Col-0) and time point (FDR < 0.05), revealing the greatest differences, by far, for *sesquiα2* at EN (Figure 4). 

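At an adjusted p under 0.05 alone, without a limit on the fold change, 577 of 19582 genes differed between sesquiα2 and Col-0 at EN and 82 of 19587 at ED. In SnRK1α1-OE, 54 of 19576 genes passed at ED and 13 of 19408 at EN. The number for SnRK1α1-OE at ED was 2137 without Col-0 ED replicate 1 and 4 without SnRK1α1-OE ED replicate 1. For sesquiα2 at EN it ran from 109 without sesquiα2 EN replicate 3 to 2718 without Col-0 EN replicate 1. In a fit of all 18 libraries, 1904 genes passed in SnRK1α1-OE at ED and 770 in sesquiα2 at EN, so the order turned over. The adjusted p is from limma with the Benjamini-Hochberg method. The numbers with an unadjusted p under 0.05 were 3683 and 2776 for sesquiα2 at EN and ED, and 4880 and 764 for SnRK1α1-OE at ED and EN.
The number of DEGs with an absolute log2 fold change of at least 1 moved with single libraries. In SnRK1α1-OE at ED it was 35 with all libraries, 548 without Col-0 ED replicate 1, and 4 without SnRK1α1-OE ED replicate 1. In sesquiα2 at ED it was 53 with all libraries, 336 without Col-0 ED replicate 1, and 1 without sesquiα2 ED replicate 1. In sesquiα2 at EN it was 236 with all libraries, 532 without Col-0 EN replicate 1, and 87 without sesquiα2 EN replicate 3. In SnRK1α1-OE at EN it lay between 5 and 13, the lowest without Col-0 EN replicate 3 or SnRK1α1-OE EN replicate 2 or 3.

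**Figure D1:**
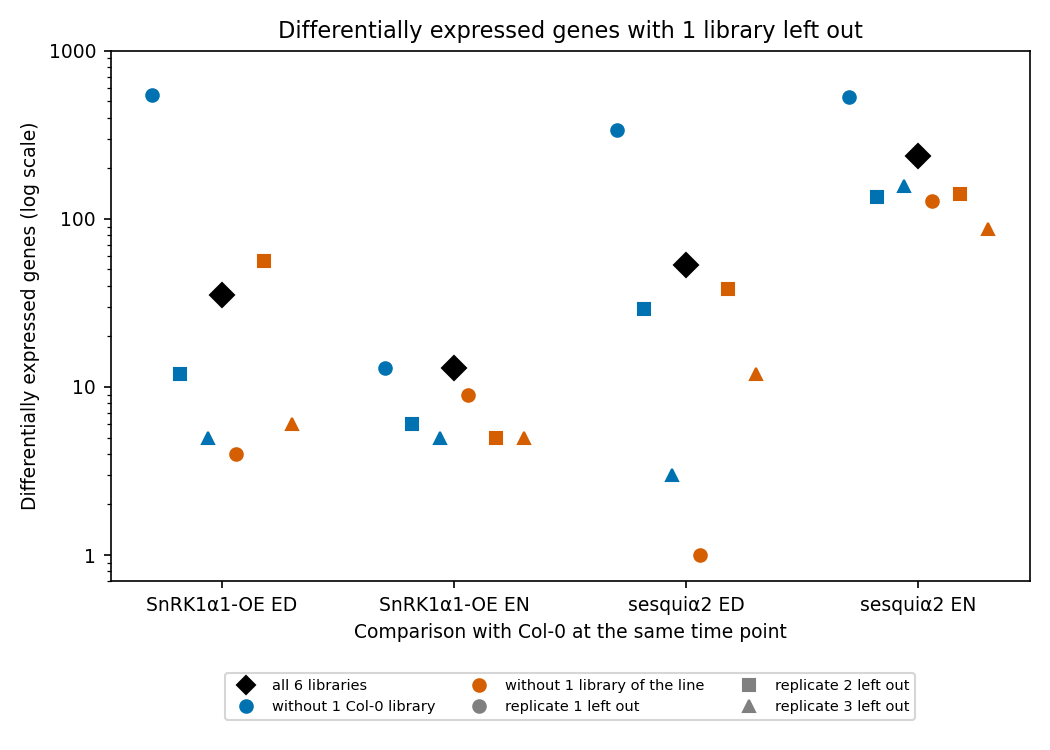
Number of differentially expressed genes (log scale) in each of the 4 comparisons with Col-0, with all 6 libraries (black diamonds) and with each library left out in turn (blue, a Col-0 library; orange, a library of the line; the shape gives the replicate). Leaving out replicate 1 of Col-0 raised the number at ED from 35 to 548 in SnRK1α1-OE and from 53 to 336 in sesquiα2.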

For all subsequent comparisons we considered as DEGs those with an absolute log fold-change (FC) equal to or greater than 1 (ABSlogFC ≥ 1; two-fold change).

**Figure 4:**
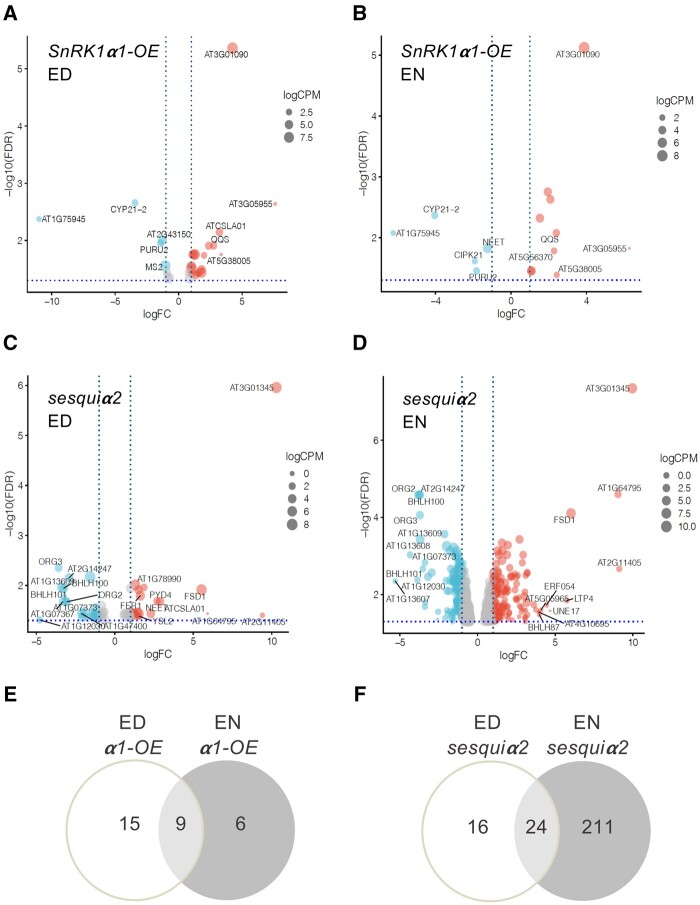
Impact of SnRK1 on the transcriptome. Volcano plot representation of RNA-seq analyses of the *SnRK1α1-OE* (A, B) and *sesquiα2* (C, D) mutants in comparison to Col-0 plants at ED (A, C) and EN (B, D). Up- and downregulated genes are reported as red and light blue dots, respectively. Gray dots represent genes whose differential expression is considered not significant (absolute log_2_ FC ≤ 1, vertical dotted blue lines, and FDR ≥ 0.05, horizontal dotted blue line). Comparison of the DEG lists for the *SnRK1α1-OE* (E) and *sesquiα2* (F) mutants reveals genes that are similarly affected at the ED and EN time points.

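Of the 35 DEGs between SnRK1α1-OE and Col-0 at ED, 25 were higher and 10 lower in SnRK1α1-OE, and of the 13 at EN, 8 were higher and 5 lower. All 48 gene and time point pairs had the 3 libraries of one genotype above the 3 of the other. Such a separation was seen in 31.4% of all tested genes at ED and 10.3% at EN, where chance gives 10%. The alternative that moved the number at ED most, apart from leaving out a library, was a fit of all 18 libraries together, with 216 DEGs, 131 of them higher. Without Col-0 ED replicate 1 the balance at ED turned over, with 213 DEGs higher and 335 lower. Scaling by the median ratio of each gene, which takes out the shift of the median, gave 87 DEGs at ED, 74 of them higher, and 15 at EN. With the replicate number as a block there were 19 DEGs at ED and 33 at EN, where 197 genes had an adjusted p under 0.05 from limma, against 13 without the block. The 19 genes of Table S2A and the 5 of Table S2B include 16 of the higher and 5 of the lower DEGs at ED.
The largest changes came from genes with almost no reads in one genotype. AT1G75945 (chromosome 1, 28515245 to 28515916) had 0 reads in all 3 SnRK1α1-OE libraries at ED and 212 to 306 reads in Col-0, and was at least 82.9-fold lower, counted against a floor of 3 reads. AT3G05955, a long non-coding RNA (chromosome 3, 11586005 to 11586548), had at most 1 read in Col-0 at ED and 117 to 161 reads in SnRK1α1-OE, at least 49.1-fold higher. At EN, AT1G75945 had 0 to 5 reads in SnRK1α1-OE and 155 to 334 in Col-0, and AT3G05955 had at most 144 reads in SnRK1α1-OE and 0 to 4 in Col-0. At EN, each of these genes was tested in only 3 of the fits that left out a library. AT1G75945 was a DEG in 2 of them, not without SnRK1α1-OE EN replicate 2. AT3G05955 was a DEG in 1, not without Col-0 EN replicate 2 or 3.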

The *SnRK1α1-OE* mutant showed mild defects in transcript abundance, with only 24 (19 up- and 5 downregulated) and 15 (10 up- and 5 downregulated) DEGs at ED and EN, respectively (Figure 4, A and B; Supplemental Table S2, A–D). These genes showed very poor overlap with those induced by transient SnRK1α1 overexpression in protoplasts (Baena-González et al., 2007), with only At3g62550 (an adenine nucleotide alpha hydrolase-like protein), being induced in both conditions. This suggests that constitutive *SnRK1α1* overexpression in plants may trigger negative feedback mechanisms to attenuate SnRK1 activity.

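At3g62550 (AT3G62550, chromosome 3, 23135630 to 23137173) had a deposited value of 7431 ± 1870 (SD, n = 3) in SnRK1α1-OE and 2239 ± 394 (SD, n = 3) in Col-0 at ED, a log2 fold change of 1.71 (SE 0.203, adjusted p = 0.03 from limma). It was a DEG in 2 of the 6 fits that each left out a library and not in those without Col-0 ED replicate 2 or 3 or SnRK1α1-OE ED replicate 1 or 3. Its log2 fold change stayed between 1.54 and 1.91 in these fits, while the adjusted p ranged from 0.00407 to 0.251 over the 16 alternatives. At EN the values were 181.7 ± 68.3 and 179.1 ± 74.3.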

We used MapMan (Thimm et al., 2004; Schwacke et al., 2019) categorization to assign these genes to specific MapMan BIN codes. At ED, from the genes upregulated in *SnRK1α1-OE* and with an assigned function, the largest differences were observed for *QUA-QUINE STARCH* (*QQS*), involved in the C:N balance (Li et al., 2015) and for *CELLULOSE SYNTHASE LIKE A1* (*CSLA1*). 

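QQS (AT3G30720, chromosome 3, 12349047 to 12349933) had a deposited value of 661.9 ± 73.6 (SD, n = 3) in SnRK1α1-OE and 102.3 ± 37.5 (SD, n = 3) in Col-0 at ED, a log2 fold change of 2.74 (SE 0.244, adjusted p = 0.00683 from limma). It was not a DEG without Col-0 ED replicate 3 or SnRK1α1-OE ED replicate 1 or 3, with log2 fold changes of 2.54 to 3.01 and an adjusted p of 7.48e-04 to 0.0906 over its alternatives. CSLA1 (AT4G16590, chromosome 4, 9345150 to 9349258) had 1094 ± 311 (SD, n = 3) in SnRK1α1-OE and 124.2 ± 20.7 in Col-0. Its log2 fold change of 3.10 (SE 0.229, adjusted p = 0.00289 from limma) passed with every library left out in turn, at 2.92 to 3.34. CSLA1 was also a DEG in sesquiα2 at ED, where its value was 920.5 ± 322 and its log2 fold change 2.83 (SE 0.263, adjusted p = 0.01 from limma), except without Col-0 ED replicate 3 or sesquiα2 ED replicate 1 (adjusted p 0.00646 to 0.0881 over the alternatives). Both comparisons use the same 3 Col-0 libraries.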

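IRP3 (AT2G14247, chromosome 2, 6034282 to 6035375) had a deposited value of 2569 ± 164 (SD, n = 3) in SnRK1α1-OE and 1318 ± 155 (SD, n = 3) in Col-0 at ED. Its log2 fold change of 0.97 (SE 0.119, adjusted p = 0.03 from limma) passed the limit on the adjusted p and stayed below the limit on the fold change. Relative to the median of all genes it was 1.09. With median-ratio scaling it was 1.07 and with quantile normalization 1.08, both past both limits, as it was without Col-0 ED replicate 1 (1.04) or without SnRK1α1-OE ED replicate 2 (1.02). The adjusted p over the 16 alternatives was 0.00769 to 0.253. A gene on the other strand, AT2G06085, overlaps IRP3, and whether the counting separated the strands is not stated.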

Additional upregulated genes included *IRON RESPONSIVE PROTEIN 3* (*IRP3*; Rodríguez-Celma et al., 2013). 

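CYP21-2 (AT3G55920, chromosome 3, 20743443 to 20745153) fell from 584.8 ± 52.8 (SD, n = 3) in Col-0 to 51.41 ± 13.8 (SD, n = 3) in SnRK1α1-OE at ED, a log2 fold change of −3.51 (SE 0.214, adjusted p = 0.00107 from limma), and remained a DEG with each library left out (−3.70 to −3.32). PURU2 (AT4G17360, chromosome 4, 9703547 to 9705664) fell from 626.8 ± 34 (SD, n = 3) to 222.2 ± 15.8, a log2 fold change of −1.49 (SE 0.119, adjusted p = 0.00378 from limma). It was not a DEG without Col-0 ED replicate 3 or SnRK1α1-OE ED replicate 1, with log2 fold changes from −1.54 to −1.44 over the fits with a library left out and an adjusted p of 1.02e-04 to 0.0653 over the alternatives. Genes on the other strand overlap both, AT3G55910 and AT4G17350.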

From the downregulated genes with assigned functions, the most prominent ones encoded *CYCLOPHILIN 21-2* (*CYP21-2*) and a 10-formyl tetrahydrofolate deformylase essential for photorespiration (*PURU2*; Collakova et al., 2008).

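8 genes were DEGs of the same direction in SnRK1α1-OE at ED and at EN, 5 of them higher and 3 lower than in Col-0, which is 22.9% of the DEGs at ED. This share ran from 1.46% without Col-0 ED replicate 1 to 80% without Col-0 ED replicate 3. Over the fits that each left out a library, the number lay between 2, without Col-0 EN replicate 3, and 8, without Col-0 ED replicate 1. The number was 5 with a smaller pseudocount and 9 with median-ratio scaling. A test of the difference between the time points (genotype by time of day, 12 libraries, 20041 genes) gave an adjusted p of 0.627 for QQS, 0.49 for CYP21-2 and 0.44 for PURU2 from limma.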

Eight of the genes that were differentially expressed at ED were also differentially expressed at EN (Supplemental Table S3A; Figure 4E), suggesting SnRK1α1 overexpression causes constitutive defects in their expression. Five of these were upregulated in *SnRK1α1-OE*, including *QQS*, and the other three were strongly repressed, including *PURU2 and CYP21-2*. 

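At EN, QQS had a deposited value of 678.5 ± 108 (SD, n = 3) in SnRK1α1-OE and 125.7 ± 28.2 in Col-0, a log2 fold change of 2.43 (SE 0.196, adjusted p = 0.00868 from limma). PURU2 had 133.1 ± 35.7 against 465.2 ± 14.2, a log2 fold change of −1.84 (SE 0.213, adjusted p = 0.0463 from limma). CYP21-2 had 35.62 ± 17.2 against 573 ± 99, a log2 fold change of −4.08 (SE 0.363, adjusted p = 0.0149 from limma). With a library left out, QQS was a DEG in 3 of 6 fits, CYP21-2 in 3 of 6 and PURU2 in 1 of 6, with log2 fold changes of 2.31 to 2.61, −4.41 to −3.67 and −2.00 to −1.60. The libraries without which none of the 3 genes was a DEG are Col-0 EN replicate 3 and SnRK1α1-OE EN replicate 3. Without Col-0 EN replicate 2, CYP21-2 and PURU2 were not DEGs, without SnRK1α1-OE EN replicate 2, QQS and PURU2 were not, and without Col-0 EN replicate 1, PURU2 was not. Over all alternatives the adjusted p was 1.50e-06 to 0.234 for QQS, 5.97e-08 to 0.103 for CYP21-2 and 3.58e-06 to 0.339 for PURU2.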

Only six genes were differentially expressed in *SnRK1α1-OE* specifically at EN, including the downregulated gene *NEET*, which encodes a protein crucial for iron homeostasis (Nechushtai et al., 2012).

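5 genes were DEGs in SnRK1α1-OE at EN and not at ED. NEET (AT5G51720, chromosome 5, 21009347 to 21010345) was one of them, with a deposited value of 902.6 ± 60 (SD, n = 3) against 2107 ± 228 (SD, n = 3) in Col-0, a log2 fold change of −1.22 (SE 0.113, adjusted p = 0.0163 from limma). At ED the values were 175.1 ± 40.3 and 233.9 ± 102, a log2 fold change of −0.36 (adjusted p = 0.47 from limma). The difference between the time points had an adjusted p of 0.202 from limma, so an effect limited to EN was not shown for this gene. NEET was not a DEG at EN without Col-0 EN replicate 2 or without SnRK1α1-OE EN replicate 1, 2 or 3, with log2 fold changes of −1.31 to −1.16, and its adjusted p was 1.50e-06 to 0.24 over the alternatives.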

For the *sesquiα2* mutant, we identified a total of 40 DEGs at ED (18 up- and 22 downregulated) and 235 DEGs at EN (129 up- and 106 downregulated; Figure 4, C and D; Supplemental Tables S2, G and H). 

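In sesquiα2, 24 of the 53 DEGs at ED were higher and 29 lower than in Col-0, and at EN 155 of the 236 DEGs were higher and 81 lower. The 3 libraries of one genotype lay above the 3 of the other for each of them, against 20.4% of all tested genes at ED and 25.4% at EN. At EN the split into higher and lower genes depended on the scaling. With median-ratio scaling 130 of 238 DEGs were higher, and with quantile normalization 116 of 234. At ED the fit of all 18 libraries gave 215 DEGs, the largest move among the alternatives that kept all libraries, with 66 higher and 149 lower. Without Col-0 ED replicate 1, 77 were higher and 259 lower at ED. Of the genes in Tables S2G and S2H, 126 of 129 were among the higher and 81 of 106 among the lower DEGs at EN.
AT3G01345 (chromosome 3, 129138 to 130749) had the largest rise at both time points among the genes named by the rule of the methods. Its deposited value was 13220 ± 1380 (SD, n = 3) in sesquiα2 and 10.28 ± 2.48 (SD, n = 3) in Col-0 at ED, a log2 fold change of 10.22 (SE 0.186, adjusted p = 4.29e-07 from limma), and 9682 ± 1450 against 8.892 ± 3.27 at EN. It lies 94468 bp from SnRK1α1. AT2G11405 had 0 reads in Col-0 at both time points and was at least 28.2-fold higher in sesquiα2 at ED. AT1G64795, which AT1G64790 overlaps on the other strand, had at most 1 read in Col-0 at EN and was at least 85.5-fold higher. AT1G13607 had at most 3 reads in sesquiα2 at EN and was at least 13.8-fold lower.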

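27 genes were DEGs of the same direction in sesquiα2 at ED and at EN, 11 of them higher and 16 lower than in Col-0. They make up 50.9% of the 53 DEGs at ED. This share was 20.9% in a fit of all 18 libraries, 13.4% without Col-0 ED replicate 1, and 100% of the few DEGs left without Col-0 ED replicate 3 or sesquiα2 ED replicate 1. With a library left out, the number of shared genes lay between 1, without sesquiα2 ED replicate 1, and 45, without Col-0 ED replicate 1, and was 3 without Col-0 ED replicate 3, 9 without sesquiα2 ED replicate 3, 17 without sesquiα2 ED replicate 2 and 18 without sesquiα2 EN replicate 3. A test of the difference between the time points gave 164 of 20122 genes with an adjusted p under 0.05 from limma for sesquiα2.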

From the genes differentially expressed at ED, 60% also showed differential expression at EN (Supplemental Table S3B; Figure 4F), pointing to constitutive defects due to SnRK1 depletion. We analyzed these DEGs with AgriGOv2 (Tian et al., 2017) and found a significant overrepresentation of 16 functional categories, with the top gene ontology category being “iron ion homeostasis” (*P = *4.10E−10; Supplemental Table S4A). For the genes that were differentially expressed only in the EN or ED conditions, the top categories were “response to endogenous stimulus” (*P = *3.50E−12; Supplemental Table S4B), and “chemical homeostasis” (*P = *1.20E−06; Supplemental Table S4C), respectively.

From the 24 genes affected in *sesquiα2* both at ED and EN, 11 are part of a conserved set of genes responding to iron deficiency in leaves and roots (Rodríguez-Celma et al., 2013; Table 3). In all cases, genes downregulated in *sesquiα2* are induced by iron deficiency, while those upregulated in *sesquiα2* are repressed by iron deficiency. 

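Table 3 lists 17 iron core genes with their response to iron deficiency. Signed so that a positive value is a change in the direction of iron deficiency, their mean log2 fold change in sesquiα2 was −2.10 at ED and −2.15 at EN, and all 17 genes were below 0 at each time point. At ED 13 of the 17 were DEGs and at EN 11. The number at ED was 0 without sesquiα2 ED replicate 1, where 16 had an adjusted p under 0.05 over the list alone, 1 without Col-0 ED replicate 3, 8 without sesquiα2 ED replicate 3 and 7 with the replicate block. At EN it was 10 or 11 with each library left out. The number with an adjusted p under 0.05 from limma was 15 over all genes tested and 16 when adjusted over the list alone at ED, and 12 and 15 at EN. The genes come from an earlier study of iron deficiency and were not chosen on these libraries. As a set they moved against the response to iron deficiency beyond other genes (limma's camera with a preset correlation of 0.01, p = 3.09e-21 at ED and 1.70e-28 at EN). Both calls held with a correlation estimated from the data (p = 0.0102 and 6.29e-04) and under fry (p = 1.29e-04 and 9.34e-06).
FSD1 (AT4G25100, chromosome 4, 12884300 to 12887011), which iron deficiency represses, had the largest change, from 232.5 ± 127 (SD, n = 3) in Col-0 to 10750 ± 1870 (SD, n = 3) in sesquiα2 at ED and from 131.5 ± 65.4 to 9105 ± 2060 at EN. Its log2 fold change was 5.72 (SE 0.518, adjusted p = 0.0218 from limma) at ED, and at EN it was 6.09 relative to the median of all genes (SE 0.311, adjusted p = 3.63e-05 from limma). The log2 fold change of ORG3 (AT3G56980) was −3.53 at ED and −3.62 at EN, and that of IRP3 was −2.93 and −3.57. At EN, FSD1 and IRP3 passed with every library left out. At ED, FSD1 was a DEG in 1 of 6 such fits, without Col-0 ED replicate 1 (log2 fold changes 5.12 to 6.03), and its adjusted p over the alternatives was 9.84e-06 to 0.131. IRP3 was not a DEG at ED without Col-0 ED replicate 3 or sesquiα2 ED replicate 1, and ORG3 not without sesquiα2 ED replicate 1. From the opposite directions of sesquiα2 and of iron deficiency, the paper proposes that the mutant shows a response to iron excess.

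**Figure D2:**
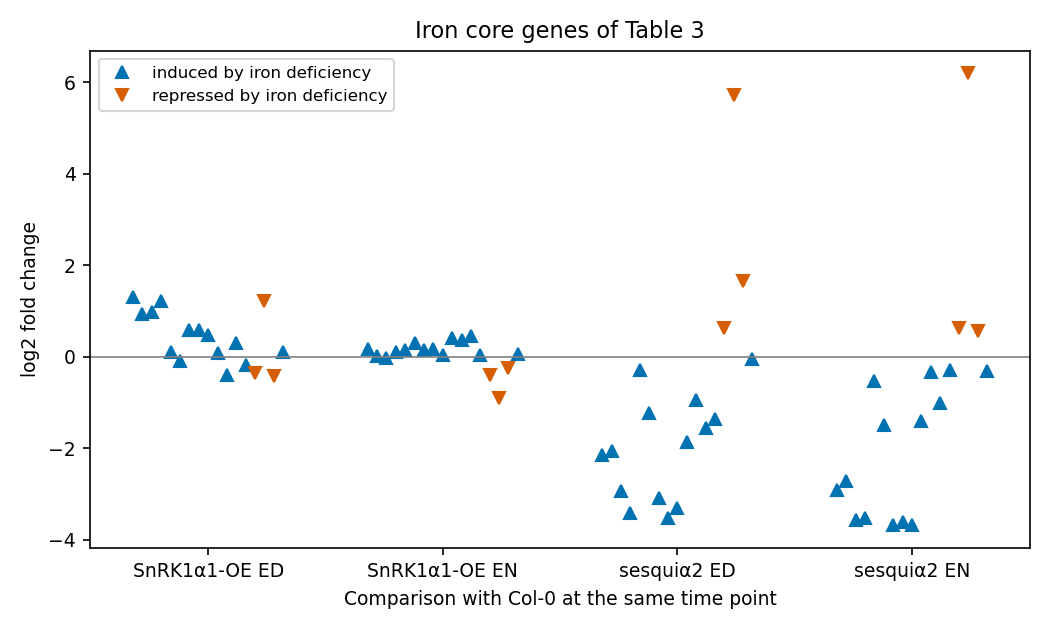
Log2 fold change against Col-0 at the same time point of the 17 iron core genes, one marker per gene in the order of Table 3, blue and pointing up for genes induced and orange and pointing down for genes repressed by iron deficiency. In sesquiα2 all genes induced by iron deficiency lie below 0 and all repressed ones above 0.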

Although not comprised in the list of iron core response genes (Table 3), the depletion of SnRK1 led to defects both at EN and ED in other iron-responsive genes (Supplemental Table S2, E–H), including *IRONMAN 3* (*IMA3*), *IMA4*, *IMA6*, *BASIC HELIX-LOOP-HELIX 101* (*bHLH101*), and *YELLOW STRIPE-LIKE2* (*YSL2*). 

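IMA3 (AT2G30766) had a log2 fold change of −1.23 at ED and −1.32 at EN in sesquiα2, IMA4 (AT1G07367) −3.37 and −3.75, and IMA6 (AT1G07373) −3.12 and −3.19. All 6 changes passed both limits, with an adjusted p from limma of 0.0161 to 0.0401 at ED and 0.00184 to 0.0428 at EN. Without Col-0 ED replicate 3 or sesquiα2 ED replicate 1 none of the 3 genes was a DEG at ED, IMA3 also not without Col-0 ED replicate 2 or sesquiα2 ED replicate 3, and IMA6 also not without sesquiα2 ED replicate 3. Over the alternatives the adjusted p at ED was 0.00244 to 0.241 for IMA3, 0.00659 to 0.13 for IMA4 and 2.43e-05 to 0.13 for IMA6. At EN, IMA3 was not a DEG without sesquiα2 EN replicate 3 and IMA4 not without Col-0 EN replicate 2 or 3 or sesquiα2 EN replicate 3. IMA4 had 0 to 12 reads in sesquiα2 at EN and 61 to 65 in Col-0. bHLH101 (AT5G04150) fell from 110.7 ± 26.1 (SD, n = 3) to 11.75 ± 2.6 at ED and from 104.1 ± 9.98 to 9.486 ± 5.18 at EN, log2 fold changes of −3.12 (SE 0.321, adjusted p = 0.0151 from limma) and −3.47 (SE 0.43, adjusted p = 0.00377 from limma). YSL2 (AT5G24380) rose from 64.19 ± 13.4 (SD, n = 3) to 188.4 ± 11 at ED and from 48.22 ± 6.44 to 216.3 ± 34.1 at EN, log2 fold changes of 1.56 (SE 0.21, adjusted p = 0.0378 from limma) and 2.14 (SE 0.217, adjusted p = 0.00159 from limma). At EN both passed with every library left out. At ED, bHLH101 was a DEG in 2 of the 6 fits, without Col-0 ED replicate 1 or sesquiα2 ED replicate 2 (adjusted p 5.87e-05 to 0.106 over the alternatives), and YSL2 in 1, without Col-0 ED replicate 1 (8.25e-04 to 0.231). With the replicate number as a block, none of IMA3, IMA4, IMA6, bHLH101 and YSL2 was a DEG at ED. Genes on the other strand overlap IMA3, bHLH101 and YSL2.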

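In sesquiα2 at EN, NAS1 (AT5G04950) had a deposited value of 1227 ± 248 (SD, n = 3) against 513.7 ± 76.4 in Col-0 and NAS3 (AT1G09240) 297.1 ± 40 against 100.3 ± 19.7. Their log2 fold changes were 1.25 (SE 0.163, adjusted p = 0.00464 from limma) and 1.57 (SE 0.199, adjusted p = 0.00414 from limma) at EN and 0.45 (adjusted p = 0.174 from limma) and 0.26 (adjusted p = 0.721 from limma) at ED. ZIP5 (AT1G05300) fell from 196.9 ± 22.2 (SD, n = 3) to 90.44 ± 14.5 at EN and from 1877 ± 1070 to 241.4 ± 34.6 at ED, log2 fold changes of −1.12 (SE 0.2, adjusted p = 0.0193 from limma) and −2.80 (SE 0.4, adjusted p = 0.0576 from limma). IRT3 (AT1G60960) fell from 779.1 ± 70 (SD, n = 3) to 396.8 ± 22 at EN and from 3640 ± 2050 to 575.2 ± 102 at ED, log2 fold changes of −0.97 (SE 0.122, adjusted p = 0.00382 from limma) and −2.53 (SE 0.379, adjusted p = 0.063 from limma). For both genes the 3 sesquiα2 libraries lay below the 3 Col-0 libraries at ED too. Both were DEGs at ED without Col-0 ED replicate 1 or 2, with log2 fold changes of −3.21 to −2.37 for ZIP5 and −2.85 to −2.10 for IRT3, and an adjusted p over the alternatives of 2.50e-04 to 0.255 and 8.32e-04 to 0.279. At EN, ZIP5 was not a DEG without Col-0 EN replicate 2 or 3 or sesquiα2 EN replicate 2 or 3 (adjusted p 0.00434 to 0.106 over the alternatives), and IRT3 was one without Col-0 EN replicate 3 or sesquiα2 EN replicate 3 (4.18e-04 to 0.137). The difference between the time points had an adjusted p of 0.0992 for NAS1, 0.106 for NAS3, 0.0961 for ZIP5 and 0.0922 for IRT3 from limma.
NEET rose in sesquiα2 from 233.9 to 1151 ± 109 (SD, n = 3) at ED, a log2 fold change of 2.37 (SE 0.272, adjusted p = 0.0218 from limma), and to 3865 ± 212 at EN, a log2 fold change of 0.88 (SE 0.11, adjusted p = 0.00377 from limma). HEMA1 (AT1G58290) rose from 2914 ± 240 (SD, n = 3) to 7205 ± 251 at ED and from 32430 ± 3110 to 45440 ± 806 at EN, log2 fold changes of 1.31 (adjusted p = 0.00399 from limma) and 0.49 (adjusted p = 0.0413 from limma). A stretch of 249 bp of HEMA1 is 91.6% identical to AT1G09940. ZIF1 (AT5G13740) fell from 6017 ± 250 (SD, n = 3) to 2848 ± 693 at ED, a log2 fold change of −1.11 (adjusted p = 0.0418 from limma), and its log2 fold change at EN was −0.18 (adjusted p = 0.513 from limma). The difference between the time points had an adjusted p of 0.0494 for NEET, 0.027 for HEMA1 and 0.0827 for ZIF1 from limma. At ED, NEET and ZIF1 were DEGs in 2 of the 6 fits with a library left out and HEMA1 in 4. Without Col-0 ED replicate 3 or sesquiα2 ED replicate 1 none of the 3 was, NEET also not without sesquiα2 ED replicate 2 or 3, and ZIF1 also not without Col-0 ED replicate 2 or sesquiα2 ED replicate 3. Over the alternatives the adjusted p was 9.04e-06 to 0.165 for NEET, 7.76e-06 to 0.0593 for HEMA1 and 6.69e-04 to 0.241 for ZIF1.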

Other iron-responsive genes were affected specifically at EN (e.g. *NICOTIANAMINE SYNTHASE 1* [*NAS1*], *NAS3, ZINC TRANSPORTER 5 PRECURSOR* [*ZIP5*], and *IRON REGULATED TRANSPORTER 3* [*IRT3*]) or at ED (e.g. *NEET*, *HEMA1*, and *ZINC-INDUCED FACILITATOR1* [*ZIF1*]), altogether suggesting an iron excess response in the *sesquiα2* mutant.

**Table 3:** Expression of genes related to iron acquisition and metabolism in the *SnRK1* mutants

ID	Symbol	Description	Response to Fe deficiency^a^	*sesquiα2* ED	*sesquiα2* EN	*SnRK1α1-OE* ED
AT1G47400	*IRP1/IMA1*	IRON-RESPONSIVE PROTEIN 1 /IRONMAN 1	UP	−2.12	−3.20	–
AT1G47395	*IRP2/IMA2*	IRON-RESPONSIVE PROTEIN 2 /IRONMAN 2	UP	−2.07	−2.95	–
AT2G14247	*IRP3*	IRON-RESPONSIVE PROTEIN 3	UP	−2.91	−3.70	1.03
AT1G13609	*IRP4*	IRON-RESPONSIVE PROTEIN 4	UP	−3.38	−3.70	–
AT3G56360	*IRP5*	IRON-RESPONSIVE PROTEIN 5	UP	–	–	–
AT5G05250	*IRP6*	IRON-RESPONSIVE PROTEIN 6	UP	−1.22	−1.57	–
AT3G56970	*ORG2/bHLH38*	OBP3-RESPONSIVE GENE 2/BASIC HELIX-LOOP-HELIX PROTEIN 38	UP	−3.04	−3.83	–
AT3G56980	*ORG3/bHLH39*	OBP3-RESPONSIVE GENE 3/BASIC HELIX-LOOP-HELIX PROTEIN 39	UP	−3.58	−3.71	–
AT2G41240	*bHLH100*	BASIC HELIX-LOOP-HELIX PROTEIN 100	UP	−3.25	−3.76	–
AT1G23020	*FRO3*	FERRIC REDUCTION OXIDASE 3	UP	−1.92	−1.53	–
AT4G16370	*OPT3*	OLIGOPEPTIDE TRANSPORTER	UP	–	–	–
AT5G53450	*ORG1/PAP14*	OBP3-RESPONSIVE GENE 1	UP	−1.57	−1.11	–
AT1G56430	*NAS4*	NICOTIANAMINE SYNTHASE 4	UP	−1.34	–	–
AT4G08390	*SAPX*	STROMAL ASCORBATE PEROXIDASE	DOWN	–	–	–
AT4G25100	*FSD1*	FE SUPEROXIDE DISMUTASE 1	DOWN	5.53	6.02	–
AT5G01600	*FER1*	FERRETIN 1	DOWN	1.63	–	–
AT1G48300	*DGAT3*	DIACYLGLYCEROL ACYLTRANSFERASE 3	UP	–	–	–

a Rodríguez-Celma et al. (2013).

Expression levels of 17 core genes responsive to iron in both leaves and roots (Rodríguez-Celma et al., 2013; Table 1) in the indicated genotypes at ED and EN. The response of these genes to iron deficiency is indicated for comparison (UP, upregulated; DOWN, downregulated compared to control conditions). None of these genes were retrieved as DEGs in the *SnRK1α1-OE* at EN. 

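In SnRK1α1-OE at EN, 0 of the 17 iron core genes had an adjusted p under 0.05 from limma, over all genes or adjusted over the list alone, and 4 had an unadjusted p under 0.05. With the replicate number as a block these counts were 5 over all genes and 6 over the list alone, and none passed the limit on the fold change as well. The signed mean log2 fold change was 0.23, with 16 of 17 genes in the direction of iron deficiency (camera p = 0.0122; 0.0541 with an estimated correlation; 0.00624 under fry). With the block, camera gave p = 0.00274, or 0.0841 with an estimated correlation, and fry gave 0.0673. At ED the signed mean was 0.33 with 13 genes in that direction (camera p = 2.28e-05; 0.0151 with an estimated correlation; 0.00133 under fry). Of these genes, 2 had an adjusted p under 0.05 over all genes and 8 when adjusted over the list alone. The counts were 8 and 9 without Col-0 ED replicate 1, 0 and 4 without Col-0 ED replicate 2 or 3, and 0 and 3 without SnRK1α1-OE ED replicate 1. With all libraries, IRP4 was the DEG among the 17 genes at ED, with a log2 fold change of 1.22 (SE 0.177, adjusted p = 0.0491 from limma). It was a DEG in 2 of the 6 fits with a library left out, without Col-0 ED replicate 1 or SnRK1α1-OE ED replicate 2, with an adjusted p of 0.01 to 0.253 over the alternatives. The camera call at EN did not hold in 2 of the 6 fits that each left out a library.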

Numbers indicate log2 ratios of *sesquiα2* compared to the Col-0 control.

At ED only a few genes unrelated to iron metabolism were affected in *sesquiα2* (Supplemental Table S2, E and F), including *CSLA1*, which was surprisingly upregulated as in *SnRK1α1-OE.*

At EN, a clear impact was also observed in sulfur-responsive genes (Supplemental Table S2, G and H). From the 20 genes reported to be most responsive to sulfur deprivation in leaves (Forieri et al., 2017), 8 were affected in the *sesquiα2* rosettes (Table 4). These genes are induced by sulfur deprivation and, in all but one of the cases (At1g12030), they were upregulated in the *sesquiα2* mutant. In addition, *REVEILLE 2* (*RVE2*), repressed by sulfur deficiency in roots (Forieri et al., 2017), was downregulated in *sesquiα2*, altogether suggesting a sulfur starvation response when SnRK1 is depleted.

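All 9 genes of Table 4, which also holds RVE2, were DEGs in sesquiα2 at EN, with an adjusted p under 0.05 from limma for 9 over all genes tested and 9 when adjusted over the list alone. The study picked these genes from the same libraries, so neither these counts nor their mean change at EN is independent evidence. Signed by their response to sulfur deprivation, their mean log2 fold change was 1.28 at EN. ATSDI1 (AT5G48850) rose from 157.5 ± 6.01 (SD, n = 3) in Col-0 to 648.7 ± 96 in sesquiα2, a log2 fold change of 2.02 (SE 0.152, adjusted p = 3.63e-04 from limma). LSU1 (AT3G49580) rose from 62.42 ± 9.15 (SD, n = 3) to 292.7 ± 88.2, a log2 fold change of 2.17 (SE 0.256, adjusted p = 0.00331 from limma). PYD4 (AT3G08860) rose from 10.89 ± 2.35 (SD, n = 3) to 108.5 ± 41.7, a log2 fold change of 3.16 (SE 0.346, adjusted p = 0.00244 from limma). At1g12030 (AT1G12030, chromosome 1, 4064485 to 4066344) fell from 80.74 ± 1.18 (SD, n = 3) to 5.617 ± 5.28, a log2 fold change of −3.92 (SE 0.524, adjusted p = 0.005 from limma). These 4 genes passed at EN with each library left out, as did LSU3 and GGCT2;1. SERAT3;2 was a DEG in 1 of the 6 such fits and not with quantile normalization, with an adjusted p up to 0.146 over the alternatives. AT4G31330 was a DEG in 4 of the 6, not without sesquiα2 EN replicate 2 or 3.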

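RVE2 (AT5G37260, chromosome 5, 14751344 to 14753088) had a mean deposited value of 2716 (2471 to 3158, n = 3) in sesquiα2 and 6057 (4488 to 7793, n = 3) in Col-0 at EN, a log2 fold change of −1.13 (SE 0.191, adjusted p = 0.0172 from limma). It was a DEG in 1 of the 6 fits that each left out a library, the one without Col-0 EN replicate 3. The log2 fold change ranged from −1.33 to −0.93 in them, with −0.93 without Col-0 EN replicate 1, and the adjusted p was 6.43e-04 to 0.0821 over the alternatives. At ED the change had the other direction, from 2117 ± 263 to 3026 ± 261, a log2 fold change of 0.52 (adjusted p = 0.134 from limma). From the rise of genes induced and the fall of a gene repressed by sulfur deprivation, the paper proposes a sulfur starvation response in the mutant.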

**Table 4:** Expression of genes related to sulfur acquisition and metabolism in the *sesquiα2* mutant

ID	Symbol	Description	Response to S deficiency^a^	*sesquiα2* ED	*sesquiα2* EN
AT5G48850	*ATSDI1*	SULFUR DEFICIENCY-INDUCED 1	UP (leaves)	–	1.95
AT3G49580	*LSU1*	RESPONSE TO LOW SULFUR 1	UP (leaves)	–	2.14
AT3G49570	*LSU3*	RESPONSE TO LOW SULFUR 3	UP (leaves)	–	2.17
AT5G26220	*GGCT2;1*	GAMMA-GLUTAMYL CYCLOTRANSFERASE 2;1	UP (leaves)	–	2.21
AT3G08860	*PYD4*	PYRIMIDINE 4	UP (leaves)	2.69	3.21
AT4G35640	*SERAT3;2*	SERINE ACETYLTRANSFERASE 3;2	UP (leaves)	–	1.04
AT4G31330		Putative transmembrne protein (DUF599)	UP (leaves)	–	1.21
AT1G12030		Putative phosphoenolpyruvate carboxylase (DUF506)	UP (leaves)	−4.78	−3.88
AT5G37260	*RVE2*	REVEILLE 2	DOWN (roots)	–	−1.25

a Forieri et al. (2017).

Expression levels of genes reported to be most responsive to sulfur deprivation (Forieri et al., 2017; Supplemental Table S4) in the *sesquiα2* mutant at ED and EN. Numbers indicate log2 ratios of *sesquiα2* compared to the Col-0 control.

Despite the metabolic differences caused by SnRK1 depletion in *sesquiα2* (Figures 1 and 3), genes related to primary metabolism remained mostly unaffected, with the notable exception of *TPPD*, *TPPG*, *TPPH*, and *TPPJ*, which were all upregulated at EN. 

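In sesquiα2 at EN, TPPD (AT1G35910) rose from 38.38 ± 12.3 (SD, n = 3) in Col-0 to 155.3 ± 61.2, TPPG (AT4G22590) from 327.9 ± 51.6 to 1056 ± 30.8, TPPH (AT4G39770) from 334.1 ± 50.8 to 769 ± 92.8 and TPPJ (AT5G65140) from 225.7 ± 15.9 to 720.7 ± 63.1. The log2 fold changes were 1.94 (SE 0.361, adjusted p = 0.0231 from limma), 1.69 (SE 0.134, adjusted p = 3.89e-04), 1.20 (SE 0.151, adjusted p = 0.00384) and 1.67 (SE 0.133, adjusted p = 3.89e-04). TPPG, TPPH and TPPJ passed with each library left out. TPPD was not a DEG without Col-0 EN replicate 2 or 3 or sesquiα2 EN replicate 1 or 3 (log2 fold change 1.71 to 2.32, adjusted p 0.00168 to 0.158 over the alternatives). The mean of the 4 genes was 1.63. All 4 had an adjusted p under 0.05 over all genes tested and 4 when adjusted over the list alone. The list was drawn from these libraries, so these values are not independent evidence.
At ED the mean of these genes in sesquiα2 was 0.26 (camera p = 0.0854; 0.173 with an estimated correlation; 0.0419 under fry). At an adjusted p under 0.05 from limma 0 of them passed, while 1 had an unadjusted p under 0.05. The difference between the time points had an adjusted p of 0.00451 for TPPJ, 0.0919 for TPPG, 0.233 for TPPD and 0.297 for TPPH from limma. TPPG had a value of 1154 ± 596 (SD, n = 3) in Col-0 at ED, with 468.9 in the lowest library and 1554 in the highest.

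**Figure D3:**
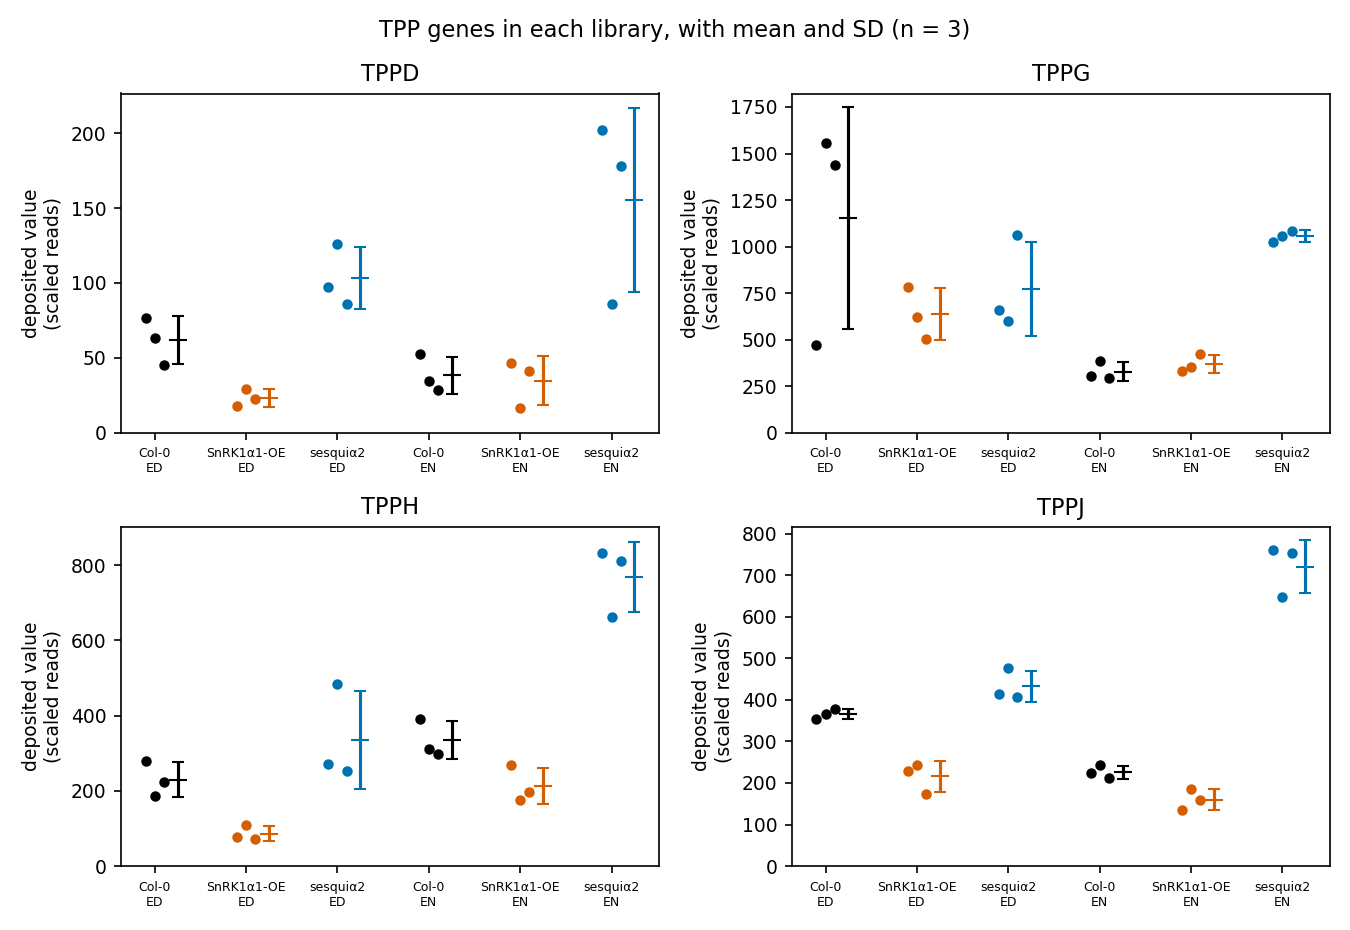
Deposited values (reads scaled to a common total) of TPPD, TPPG, TPPH and TPPJ in each of the 18 libraries, with the mean and SD of each group (n = 3) beside the points; black, Col-0; orange, SnRK1α1-OE; blue, sesquiα2. At EN the 3 sesquiα2 libraries lie above the 3 Col-0 libraries for all 4 genes, and for TPPG they span 1025 to 1086.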

Given the potential relevance of this finding for the observed Tre6P phenotype (Figure 1B), we sought to confirm these results for selected *TPP* genes by reverse transcription quantitative polymerase chain reaction (RT-qPCR), including also the ED and the *SnRK1α1-OE* samples (Supplemental Figure S5A). These analyses corroborated the RNAseq results, revealing a significant upregulation of *TPPG*, *TPPH*, and *TPPJ* in *sesquiα2* specifically at EN. In the *SnRK1α1-OE* mutant, these *TPP* genes were in most cases mildly downregulated compared to Col-0 but the differences did not reach statistical significance.

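Figure 5A names 20 genes that are lower in sesquiα2 at EN and induced by transient SnRK1α1 overexpression in protoplasts. In sesquiα2 at EN all 20 were below 0, with a mean log2 fold change of −1.22, and 15 were DEGs. All 20 had an adjusted p under 0.05 from limma over all genes tested and 20 when adjusted over the list alone. The study chose these genes on the same libraries, so their fall is not independent evidence.
In SnRK1α1-OE at ED, which shares no library with the comparison that chose them, the mean log2 fold change was 0.44, with 18 of 20 genes above 0 (camera p = 1.39e-09; 0.00472 with an estimated correlation; 0.00214 under fry). In SnRK1α1-OE at EN it was −0.14 with 5 of 20 above 0. That comparison uses the Col-0 EN libraries on which the genes were chosen as lower, which pushes the values below 0, so it is not independent. In sesquiα2 at ED it was −0.32 with 15 of 20 below 0 (camera p = 0.0087; 0.0738 with an estimated correlation; 0.0142 under fry). Relative to the median of all genes the mean in SnRK1α1-OE at ED was 0.56. At an adjusted p under 0.05 from limma, 1 gene passed at ED in SnRK1α1-OE over all genes and 9 when adjusted over the list alone.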

We noticed a significant overlap between the genes downregulated in *sesquiα2* at EN and those previously reported to be induced by transient SnRK1α1 overexpression in protoplasts (Baena-González et al., 2007; Figure 5A;*P *=* *1.93E−13, hypergeometric test). To confirm this, we analyzed several of the overlapping genes (*BETA-GALACTOSIDASE 4* [*BGAL4*], *DARK-INDUCED 10* [*DIN10*], and *PYRABACTIN RESISTANCE 1-LIKE 5* [*PYL5*]) by RT-qPCR, including also the ED and the *SnRK1α1-OE* samples (Figure 5B). As controls, we included genes that were affected specifically in *SnRK1α1-OE* or *sesquiα2* in both time points (Supplemental Figure S5B). These analyses revealed lower expression of *BGAL4*, *DIN10*, and *PYL5* in the *sesquiα2* mutant at EN compared to Col-0, confirming the RNAseq results (Figure 5B). Interestingly, in Col-0, these genes had low expression at ED but were induced at EN, consistent with their activation by SnRK1α1 overexpression (Baena-González et al., 2007). Furthermore, at ED, these genes tended to have higher expression in *SnRK1α1-OE* than in Col-0, although differences were not significant. Other genes originally identified as markers of SnRK1 signaling (Baena-González et al., 2007) showed a similar pattern of expression, but the differences were again small, explaining why they were not retrieved as DEGs in the RNAseq analysis (Supplemental Figure S5C).

**Figure 5:**
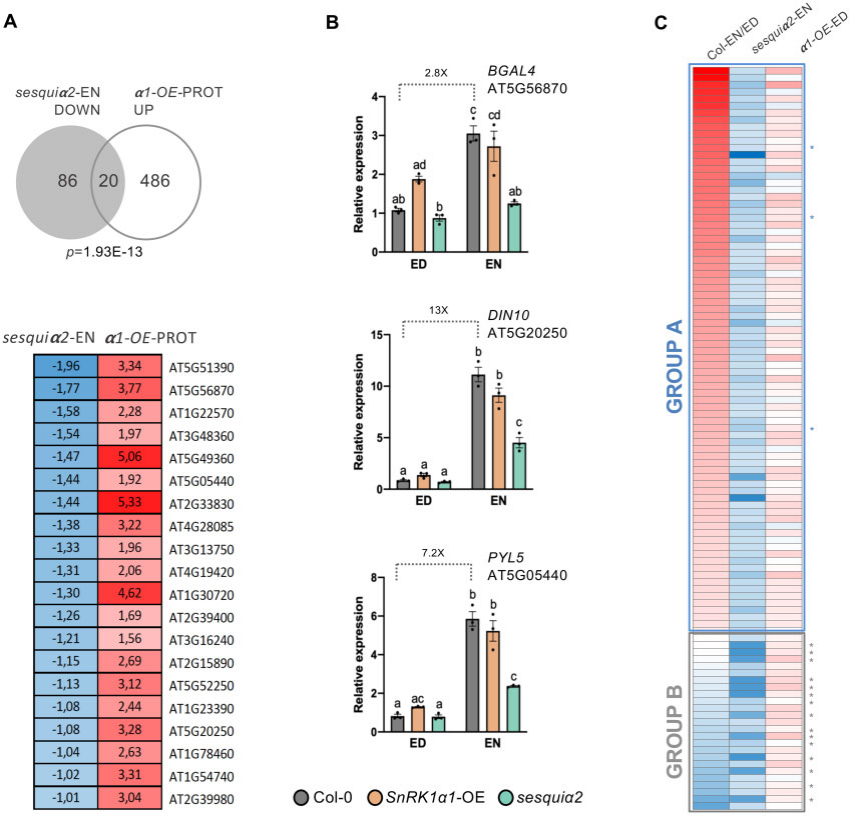
Basal expression of SnRK1-regulated genes at the ED and EN periods. A, Upper panel, overlap of genes downregulated in the *sesquiα2* mutant at EN (“*sesquiα2*-EN DOWN”) and those induced by transient SnRK1α1 overexpression in protoplasts (“α1-OE-PROT UP”; Baena-González et al., 2007). *P*-value denotes statistical significance (hypergeometric test). Lower panel, expression values (log_2_FC) of the overlapping genes in each of the indicated datasets. Red indicates upregulation and blue, downregulation. B, RT-qPCR analyses of genes (*BGAL4*, *DIN10*, and *PYL5*) from the overlapping set in (A) in rosettes of the indicated genotypes at ED and EN. Graphs correspond to the average of three independent experiments (error bars, sem (Standard Error of the Mean)). Letters indicate significantly different groups assessed using the ANOVA and Tukey’s HSD post test. C, Genes downregulated in the *sesquiα2* mutant at EN (“*sesquiα2*-EN DOWN”) are mildly upregulated in *SnRK1α1-OE* at ED. In Col-0, many of these genes are upregulated at EN versus ED (Group A, blue rectangle; asterisks correspond to *BGAL4*, *DIN10*, and *PYL5*). A smaller group of genes show either unchanged or lower expression in Col-0 at EN versus ED (Group B, gray rectangle). Asterisks correspond to the following genes, retrieved as DEGs in *sesquiα2* at ED (see Supplemental Table S3b): *IMA1/IRP1, IMA2/IRP2, IMA3, IMA4, IMA6, IRP3, IRP4, IRP6, PAP14/ORG1, BHLH38/ORG2, BHLH39/ORG3, BHLH100, BHLH101, FRO3*, AT1G12030.

To assess more broadly the behavior of the DEGs downregulated in *sesquiα2* at EN, we compared their expression levels in *SnRK1α1-OE* versus Col-0 at ED and in Col-0 at EN versus ED (Figure 5C). In general, all of these genes showed a mild upregulation in *SnRK1α1-OE* at ED. However, they fell into two distinct groups with regard to their expression in Col-0. 

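Of the 106 genes of Table S2H, 99 were tested in SnRK1α1-OE at ED. Their median log2 fold change was 0.52, or 0.65 for the mean relative to the median of all genes, and 87 of 99 were above 0. As a set they were higher than other genes (camera p = 5.41e-25; 0.00556 with an estimated correlation; 0.00134 under fry). 3 of them were DEGs, 6 had an adjusted p under 0.05 from limma over all genes and 43 when adjusted over the list alone. In the same order these counts were 12, 15 and 57 with median-ratio scaling and 19, 37 and 52 without Col-0 ED replicate 1. They were 0, 0 and 22 without Col-0 ED replicate 3 or without SnRK1α1-OE ED replicate 1. The median lay between 0.46 and 0.61 with each library left out. The present test calls 81 genes lower in sesquiα2 at EN, and the median of the 76 of them tested here was 0.52. 12 of the 99 genes were at or below 0.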

Group A included genes like *BGAL4*, *DIN10*, and *PYL5* (blue asterisks in Figure 5C), with higher expression at EN than at ED in Col-0 and with decreased levels at EN in *sesquiα2* compared to Col-0. This suggests that SnRK1 is normally activated towards the EN, triggering amongst others the induction of these genes. 

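In Col-0, 83 of the 106 genes were higher at EN than at ED, 69 of them DEGs of this comparison, with a median log2 fold change of 1.78 for the whole list against −0.16 for all genes. 4 genes had at most 3 reads in one of the groups, and with these at their lower bound the median was also 1.78. The Col-0 libraries at EN enter both this comparison and the one that chose the list. BGAL4 (AT5G56870) rose from 588.6 ± 144 (SD, n = 3) at ED to 2059 ± 296 at EN in Col-0, DIN10 (AT5G20250) from 829.8 ± 29 to 12280 ± 2290, and PYL5 (AT5G05440) from 160.9 ± 19.6 to 1556 ± 176, log2 fold changes of 1.83 (SE 0.202, adjusted p = 3.36e-04 from limma), 3.87 (SE 0.149, adjusted p = 4.01e-06) and 3.27 (SE 0.143, adjusted p = 5.89e-06).
At EN their values in sesquiα2 were 643.4 ± 76 (SD, n = 3), 6223 ± 1270 and 615.5 ± 71.2, log2 fold changes against Col-0 of −1.67 (SE 0.135, adjusted p = 3.89e-04 from limma), −0.98 (SE 0.175, adjusted p = 0.0202) and −1.34 (SE 0.127, adjusted p = 0.00103). DIN10 was below the limit on the fold change. It passed both limits with median-ratio scaling (−1.08), without Col-0 EN replicate 1 (−1.14) and without sesquiα2 EN replicate 1 (−1.14), with an adjusted p of 0.00131 to 0.134 over the alternatives. BGAL4 and PYL5 passed with every library left out. In SnRK1α1-OE at ED the log2 fold changes were 0.59, 0.32 and 0.62 (adjusted p = 0.122, 0.255 and 0.0875 from limma). Genes on the other strand overlap BGAL4 and DIN10, AT5G56880 and AT5G20260. From the higher expression at EN in Col-0 and the lower level in sesquiα2, the paper proposes that SnRK1 is activated towards EN and triggers the induction of these genes.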

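23 of the 106 genes were not higher at EN than at ED in Col-0, and 15 of these DEGs are iron genes that the paper names, against 1 among the 83 genes that were higher. The median log2 fold change of the 23 genes in SnRK1α1-OE at ED was 0.55, with 21 above 0, and that of the 83 genes 0.51, with 66 of the 76 tested above 0.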

Group B contained many of the genes previously identified as iron-responsive (Table 3; gray asterisks in Figure 5C). 

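In Col-0, IMA4 fell from 478.4 ± 95.1 (SD, n = 3) at ED to 63.27 ± 3.86 at EN, IMA6 from 476.9 ± 121 to 110.7 ± 34.8 and IRP3 from 1318 to 869.8 ± 208. The log2 fold changes between EN and ED were −2.88 (adjusted p = 3.55e-05 from limma), −2.11 (adjusted p = 8.64e-04) and −0.62 (adjusted p = 0.0305). ORG3 and bHLH101 did not change in Col-0 between the time points (log2 fold changes 0.04 and −0.06, adjusted p = 0.876 and 0.854 from limma). In sesquiα2 at ED, the median log2 fold change against Col-0 was −2.07 for the 23 genes, 14 of them DEGs, and −0.17 for the 83 genes, where 2 of the 74 tested were DEGs.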

Their expression was higher at ED than at EN in Col-0, but they appeared to be constitutively downregulated in *sesquiα2* (EN and ED). This suggests that the effect of SnRK1 on these genes is more indirect than on Group A genes, and is also independent of time-of-day.

### Diel fluctuations in Tre6P levels can modulate SnRK1 activity

The expression of Group A genes was highest when Tre6P levels are low at EN and lowest when Tre6P levels are high at ED (Figures 5, B and C, 1B), prompting the hypothesis that Tre6P build-up during the day inhibits SnRK1 activity at ED. 

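The rise of the list from ED to EN was also measured in the other genotypes. In SnRK1α1-OE 76 of 105 tested genes were higher at EN, with a median log2 fold change of 1.09 (camera p = 1.53e-07; 0.0673 with an estimated correlation; 2.16e-04 under fry). In sesquiα2 65 of 98 were higher, with a median of 0.92 (camera p = 7.28e-05; 0.0668 with an estimated correlation; 8.43e-05 under fry). The list was chosen as lower in these same sesquiα2 libraries at EN, which pushes the rise in sesquiα2 down. A weaker rise in sesquiα2 than in Col-0 is therefore not independent evidence. The SnRK1α1-OE libraries did not enter the choice of the list.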

If true, we reasoned that inducing Tre6P accumulation should repress these genes during the day. To test this, we used an ethanol inducible OtsA (iOtsA) line in which OtsA expression drives Tre6P production, and an AlcR control line, harboring the corresponding empty vector (Martins et al., 2013). AlcR and iOtsA plants were sprayed with ethanol at ZT0 or ZT6 and harvested 6 h later, at ZT6 (middle of the day, MD) and ZT12 (ED). The expression of *otsA* in all iOtsA samples was confirmed by RT-qPCR (Figure 6A). Group A genes had higher expression in the AlcR control line at MD than at ED (Figure 6B), showing that the high expression uncovered in the RNAseq analyses for Col-0 at EN extends into the first half of the day. However, the differences between EN and ED (Figure 5B) were clearly larger than those between MD and ED (Figure 6B), supporting the idea that these genes are increasingly repressed as the day progresses. In contrast, OtsA induction in the iOtsA line resulted in a marked repression of these genes (Figure 6B). The repression tended to be larger at MD, when the expression of these genes in the AlcR control line was higher, but was also visible at ED. For genes whose expression was already very low towards the ED, Tre6P accumulation did not have any further repressive effect (Supplemental Figure S5D).

**Figure 6:**
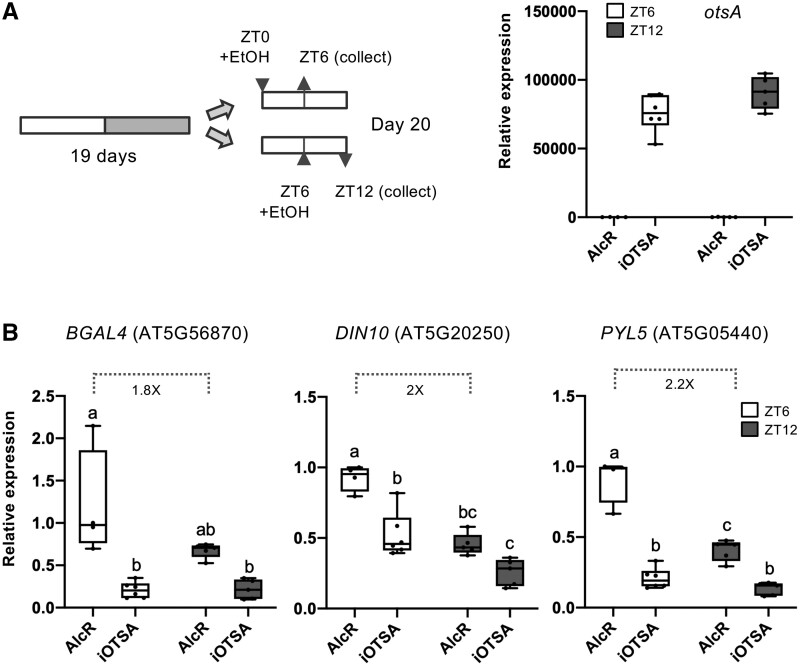
Impact of Tre6P on the basal expression of SnRK1-regulated genes. A, Induction of otsA expression in an ethanol-inducible line (iOtsA) and the corresponding empty vector control (AlcR). Plants were grown on soil, under a 12:12 photoperiod for 19 d. Ethanol (2% v/v) was sprayed over the plants at ZT0 or at ZT6 and whole rosettes were harvested after 6 h (ZT6 and ZT12 indicate the time of harvest) for RT-qPCR analyses of otsA (A, right) and of the same set of SnRK1 marker genes as in Figure 5B (B). Values denote expression relative to the ZT6 time point of the AlcR line. Boxplots represent four to five biological replicates (each consisting of a pool of three randomly harvested rosettes). Lower and upper box boundaries represent the first and third quantiles, respectively, horizontal lines mark the median and whiskers mark the highest and lowest values. Dots represent individual datapoints. Different letters indicate statistically significant differences (*P *<* *0.05, one-way ANOVA with Tukey’s HSD test).

## Discussion

Our results show that SnRK1 plays important functions in the regulation of sucrose homeostasis and the transcriptome under standard laboratory growth conditions that are favorable for Arabidopsis. They further suggest that diel oscillations in Tre6P levels contribute to the regulation of basal SnRK1 activities during the regular day–night cycle, consistent with a recent study linking diel oscillations in sucrose and SnRK1 activity with rhythms of nitrogen accumulation in maize (*Zea mays*) seeds (Li et al., 2020).

### SnRK1 modulates the Tre6P–sucrose relationship

According to the sucrose–Tre6P nexus model, Tre6P is essential for sucrose homeostasis, acting both as a signal of sucrose availability, and as a feedback regulator of sucrose production and consumption (Yadav et al., 2014; Figueroa and Lunn, 2016). The ratio of Tre6P:sucrose is important for maintaining sucrose levels within an adequate range, with high Tre6P:sucrose ratios in actively growing tissues being thought to promote sucrose utilization and import (Lunn et al., 2014; Yadav et al., 2014; Fichtner and Lunn, 2021). In our study with Arabidopsis rosettes, SnRK1α1 overexpression and depletion resulted in increased and decreased Tre6P:sucrose ratios, respectively (Table 1). While being initially surprising in view of the known growth-inhibitory functions of SnRK1, these results are not unexpected because SnRK1 is also required for growth (Margalha et al., 2019; Baena-González and Lunn, 2020).

Although Tre6P and sucrose were still highly correlated in the SnRK1 mutants (Figure 1C), their relationship was clearly altered, as evidenced by the slopes of the Tre6P:sucrose regression lines (Table 2). SnRK1α1 overexpression may cause “Tre6P hyposensitivity” partly by blocking the effect of Tre6P on sucrose metabolism, as suggested by the rather weak effect of high Tre6P on organic acid levels in *SnRK1α1-OE* (Table 1 and Figure 3B). Conversely, SnRK1α depletion may cause “Tre6P hypersensitivity”, allowing changes in sucrose metabolism in response to Tre6P levels that are lower than in control plants. Accordingly, we observed an enhanced accumulation of citrate, aconitate, and isocitrate in *sesquiα2* (Figure 3B), suggesting that the flux of photoassimilates into the TCA cycle increases or that consumption of these tricarboxylic acids decreases when SnRK1 is depleted. This is the opposite of what would be expected for a plant with low Tre6P, given the increased organic acid content of iOtsA lines with elevated Tre6P (Figueroa et al., 2016), and may indicate that the reported effects of Tre6P on sucrose utilization rely at least partly on inhibition of SnRK1. This may involve stimulation of anaplerotic reactions through PEPC, as shown for Tre6P (Figueroa et al., 2016), but could also involve alternative or additional mechanisms. Interestingly, the higher levels of citrate, aconitate, and isocitrate of the *sesquiα2* mutant were accompanied by lower levels of 2-OG and, in particular succinate. One possible explanation for such a differential impact on TCA cycle intermediates is that there is an increased diversion of 2-OG toward nitrogen assimilation and/or photorespiration when SnRK1 is depleted. This is consistent with the known inhibitory effect of SnRK1 on NR activity (Sugden et al., 1999; Jossier et al., 2009; Li et al., 2009). The observed downregulation of *PURU2*, essential for photorespiration (Collakova et al., 2008), in the *SnRK1α1-OE* mutant, may on the other hand support a link between SnRK1 and photorespiration.

Our results with the *sesquiα2* mutant are in agreement with the low sucrose and high organic acid content reported for an inducible *snrk1* knockdown during an extended night treatment (Nukarinen et al., 2016). However, they are opposite to those reported for silenced SnRK1 in pea (*Pisum sativum*) embryos, potentially due to differences between source and sink tissues or to secondary effects derived from severe SnRK1 depletion and consequent embryo growth arrest (Radchuk et al., 2006, 2010). Opposite effects on sucrose and organic acids were also reported for a *snrk1β1* mutant (Wang et al., 2020). However, whether these effects are caused by the lack of SnRK1β1 itself or from compensatory effects from other β-subunits, remains to be determined.

Although SnRK1 had a strong impact on sucrose and especially on Tre6P, it had a much smaller effect on starch, suggesting that the latter is an indirect effect. The slight but significantly higher starch in *SnRK1α1-OE* and lower starch in *sesquiα2* (Supplemental Figure S4, A and B) is consistent with decreased and increased use of fixed carbon, respectively, and might reflect restricted starch mobilization by elevated Tre6P in *SnRK1α1-OE* and faster mobilization in *sesquiα2*, with lower Tre6P. The fact that we actually observed the opposite (slower starch mobilization in *sesquiα2*; Supplemental Figure S4B), may suggest that SnRK1 mediates the effects of Tre6P on starch mobilization. Alternatively, these effects on the rate of starch mobilization may be unrelated to Tre6P and simply mirror changes in the amount of starch accumulated during the day (Scialdone et al., 2013). The faster starch accumulation in *SnRK1α1-OE* and slower starch accumulation in *sesquiα2* might itself be an indirect response to the higher and lower sucrose levels. It is well-established that sucrose synthesis is subject to feedback regulation mediated by post-translational inhibition of sucrose–phosphate synthase, recycling of sucrose *via* reducing sugar to hexose phosphates, and an increase in the level of fructose 2,6-bisphosphate which inhibits cytosolic fructose-1,6.bisphophase (Stitt et al., 2010). This results in increased allocation to starch when sucrose is high.

### SnRK1 modulates the sucrose–Tre6P relationship

The main cause for the altered Tre6P:sucrose ratios of the SnRK1 mutants was a change in Tre6P levels (Figure 1, A and B and Table 1). Furthermore, Tre6P accumulation was not constitutively altered in the SnRK1 mutants but instead followed the dynamics of sucrose accumulation with a modified relationship. This observation points to SnRK1 being an important part of the regulatory network that connects Tre6P levels to the sucrose status. Thus, increased SnRK1 activity (as in *SnRK1α1-OE*) leads to sucrose hypersensitivity and a proportionally higher level of Tre6P than in Col-0 plants for the same amount of sucrose, and decreased SnRK1 activity (as in *sesquiα2*) leads to the opposite behavior. Such interpretation is in accordance with the sugar hypersensitivity of *SnRK1α1-OE* seedlings during early development, manifested as delayed germination and reduced growth under sugar concentrations that do not affect the wild-type (Baena-González et al., 2007; Rodrigues et al., 2013).

It is presently unclear how information on the sucrose status is conveyed *via* SnRK1 and other routes to regulate Tre6P levels, but could potentially involve altered Tre6P synthesis by TPS1, altered Tre6P dephosphorylation by TPP proteins or both. The modified Tre6P content of SnRK1 mutants could not be explained by changes in TPS1 protein abundance, which was unaltered or even decreased in the case of *SnRK1α1-OE* (Figure 2). Thus, if Tre6P accumulation is primarily determined by TPS1 activity, other mechanisms may be involved, such as synthesis of additional uncharacterized proteins or post-translational modification of TPS1 (Yadav et al., 2014; Fichtner et al., 2020). The lower TPS1 protein abundance in *SnRK1α1-OE* at ED (Figure 2A) suggests that the high Tre6P in this mutant may trigger negative feedback regulation on TPS1 *via* translational regulation or stability of the TPS1 protein. Such mechanisms might become apparent only when plants are exposed to high Tre6P levels over long periods, as in *SnRK1α1-OE*, because Tre6P accumulation in response to sucrose treatment did not alter TPS1 abundance within 3 h of supplying sucrose (Yadav et al., 2014). Although the low Tre6P levels of *sesquiα2* were accompanied by increased expression of four *TPP* genes at EN (Supplemental Table S2G and Supplemental Figure S5A), *SnRK1α1-OE* plants showed only mild nonsignificant downregulation of *TPP* expression (Supplemental Figure S5A). This suggests that transcriptional regulation of TPPs may not be the main mechanism by which SnRK1 affects Tre6P levels. 

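In SnRK1α1-OE at ED the 4 TPP genes had a mean log2 fold change of −1.06 with all 4 below 0 (camera p = 0.00208; 0.0431 with an estimated correlation; 0.00144 under fry), or −0.94 relative to the median of all genes. The values were 23.13 ± 5.9 (SD, n = 3) for TPPD, 636.1 ± 140 for TPPG, 86.17 ± 20.2 for TPPH and 216.2 ± 36.8 for TPPJ, log2 fold changes of −1.37, −0.70, −1.41 and −0.77 (adjusted p = 0.0798, 0.393, 0.0574 and 0.0664 from limma). 0 of the 4 had an adjusted p under 0.05 over all genes tested, 3 had one when adjusted over the list alone, and 3 had an unadjusted p under 0.05. At EN, against the Col-0 libraries on which these genes were chosen, the mean was −0.31 with 3 of 4 below 0 (camera p = 0.00644; 0.0506 with an estimated correlation; 0.0951 under fry). The genes were chosen as lower in those Col-0 libraries than in sesquiα2. This pushes the mean at EN up, so the comparison is not independent.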

Analyses of TPP protein abundance and activity in *SnRK1α1-OE and sesquiα2* mutants will therefore be needed in the future to assess if altered TPP activities contribute to the altered accumulation of Tre6P in these lines.

### SnRK1 impacts iron and sulfur metabolism genes

Very few of the DEGs in the SnRK1 mutants were related to metabolism, suggesting that the metabolic alterations observed in these plants involve post-transcriptional rather than transcriptional regulation. In contrast, SnRK1 had a profound impact on genes related to iron and sulfur acquisition and homeostasis, with iron metabolism genes being strongly downregulated in *sesquiα2* plants both at ED and EN and sulfur metabolism genes being upregulated in *sesquiα2* plants at EN.

Iron acquisition and metabolism are repressed by sulfur deprivation and *vice versa*, possibly as a way to coordinate the synthesis of Fe-S clusters (Forieri et al., 2013, 2017; Mendoza-Cózatl et al., 2019). Considering this, our interpretation is that in the *sesquiα2* mutant, iron acquisition may be aberrantly high, generating a demand for sulfur to match the iron levels and the consequent induction of sulfur starvation genes. Two observations support the hypothesis that the primary defect of *sesquiα2* might be in iron metabolism. 

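At ED, the genes of Table 4 had a signed mean log2 fold change of 0.40 in sesquiα2, with 7 of 9 in the direction of sulfur deprivation (camera p = 8.22e-05; 0.0831 with an estimated correlation; 0.0111 under fry). 2 of them, PYD4 and AT1G12030, were DEGs at ED, with log2 fold changes of 2.65 (SE 0.239, adjusted p = 0.01 from limma) and −4.53 (SE 0.543, adjusted p = 0.0218 from limma). LSU1 had a log2 fold change of 1.43 (SE 0.264, adjusted p = 0.0776 from limma) and ATSDI1 1.67 (SE 0.266, adjusted p = 0.0554 from limma). 7 of the 9 had an adjusted p under 0.05 when adjusted over the list alone. The difference between the time points had an adjusted p of 0.562 for PYD4, 0.349 for LSU1, 0.598 for ATSDI1 and 0.743 for AT1G12030 from limma, so a difference between ED and EN was not shown for these 4 genes. LSU3 and GGCT2;1, for which this test is not given, lay further apart at EN. LSU3 was 155.2 to 218.4 in sesquiα2 and 113.6 to 174.6 in Col-0 at ED, and 140.3 to 188.3 against 25.28 to 45.43 at EN. GGCT2;1 was 211.9 to 250.5 against 120.9 to 137.8 at ED, and 81.24 to 94.33 against 13.79 to 19.61 at EN. RVE2, also in Table 4, did differ between the time points, by −1.65 on the log2 scale (adjusted p = 0.0237 from limma). Its adjusted p was under 0.05 in 16 of 22 alternatives. At ED, PYD4 was a DEG in 3 and AT1G12030 in 2 of the 6 fits with a library left out. Neither was one without Col-0 ED replicate 3, sesquiα2 ED replicate 1 or sesquiα2 ED replicate 3, and AT1G12030 also not without sesquiα2 ED replicate 2. With the replicate number as a block neither was a DEG, and AT1G12030 was also not one in the edgeR test on the recovered reads. LSU1 was one without Col-0 ED replicate 1. The adjusted p over the alternatives was 8.36e-05 to 0.0939 for PYD4, 1.65e-04 to 0.129 for AT1G12030 and 0.0165 to 0.334 for LSU1.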

First, the defects in iron responsive genes appear to be constitutive (visible at ED and EN) while those related to sulfur assimilation are specific to EN. Secondly, from the only four genes that were oppositely affected in *SnRK1α1-OE* and *sesquiα2*, two were related to iron metabolism (*IRP3 and NEET*).

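The remaining genes of the paper's 4 are ERF107 (AT5G61590) and AT3G06070. In SnRK1α1-OE at ED, ERF107 had a log2 fold change of 1.26 (SE 0.155, adjusted p = 0.03 from limma) and AT3G06070 of 0.99 (SE 0.13, adjusted p = 0.0378 from limma), below the limit of 1. In sesquiα2 at EN they were −0.95 (SE 0.152, adjusted p = 0.0118 from limma) and −1.10 (SE 0.103, adjusted p = 9.56e-04 from limma). With all libraries, NEET (SnRK1α1-OE at EN and sesquiα2 at ED) and IRP4 (log2 fold changes of 1.22 and −3.41 at ED) passed both limits in the opposite directions in the lines. Neither held throughout. IRP4 was a DEG in SnRK1α1-OE in 2 of the 6 fits with a library left out, not without Col-0 ED replicate 2 or 3 or SnRK1α1-OE ED replicate 1 or 3 (adjusted p 0.01 to 0.253 over the alternatives). In sesquiα2 it was not one without Col-0 ED replicate 3 or sesquiα2 ED replicate 1 (7.76e-06 to 0.0767). NEET was a DEG in 2 of 6 fits in each line, not without Col-0 EN replicate 2 or any SnRK1α1-OE EN replicate (1.50e-06 to 0.24), and not without Col-0 ED replicate 3 or any sesquiα2 ED replicate (9.04e-06 to 0.165). Relative to the median of all genes, ERF107 in sesquiα2 was at −1.05 and AT3G06070 in SnRK1α1-OE at 1.11. ERF107 was a DEG in SnRK1α1-OE in 2 of the 6 fits with a library left out, not without Col-0 ED replicate 2 or 3 or SnRK1α1-OE ED replicate 1 or 3 (adjusted p 6.75e-04 to 0.253 over the alternatives). In sesquiα2 it was one without Col-0 EN replicate 3 or sesquiα2 EN replicate 1 (0.00141 to 0.0985).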

### Tre6P affects SnRK1 activity in mature rosette leaves

SnRK1 is thought to be activated when energy (carbon) is low whilst Tre6P increases when energy in the form of sucrose is high. Accordingly, similar phenotypes could be expected from genetic manipulations that increase SnRK1 activity and those that decrease Tre6P levels while similar phenotypes could also be expected from treatments that decrease SnRK1 activity and those that increase Tre6P levels. In agreement with these expectations, *SnRK1α1-OE* plants show metabolic (e.g. high sucrose) and developmental phenotypes such as delayed flowering (Williams et al., 2014; Jeong et al., 2015) that are similar to those reported for *TPP-OE* (Avonce et al., 2004; Yadav et al., 2014). In turn, SnRK1 loss-of-function mutants show metabolic (low sucrose and higher levels of some organic acids) and developmental phenotypes such as early flowering (Tsai and Gazzarrini, 2012; Filipe et al., 2018), reported for *TPS-OE* and Tre6P accumulation (Avonce et al., 2004; Wahl et al., 2013; Figueroa et al., 2016).

However, these expected responses occur despite the contrasting pattern of Tre6P accumulation in *SnRK1α1-OE* versus *TPP-OE* (higher versus unchanged compared to the wild-type) and in *sesquiα2* versus *TPS-OE* (lower versus higher compared to the wild-type), suggesting that SnRK1 mediates at least some of the effects of Tre6P on these processes. This is further supported by (1) the negative correlation between Tre6P accumulation (Figure 1B) and the expression of a set of genes that are induced in a SnRK1-dependent manner at EN (Figure 5); (2) the fact that more genes were identified as differentially expressed between Col-0 and *SnRK1α1-OE* at ED than at EN, whereas the opposite was true for the *sesquiα2* mutant, for which the number of DEGs at EN far exceeded those at ED; (3) the fact that the expression of these genes during the day is substantially repressed by otsA induction (Figure 6). 

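The sizes of the differences were compared apart from the number of DEGs, as the mean squared log2 fold change over all tested genes less its error variance. It was 0.103 at ED and 0.122 at EN for sesquiα2, and 0.0995 at ED and −0.00405 at EN for SnRK1α1-OE. With a library left out it ranged from 0.0426, without sesquiα2 ED replicate 1, to 0.222, without Col-0 ED replicate 1, for sesquiα2 at ED, and from 0.072, without sesquiα2 EN replicate 3, to 0.171, without Col-0 EN replicate 1, at EN. For SnRK1α1-OE it ranged from 0.0369, without SnRK1α1-OE ED replicate 3, to 0.192, without Col-0 ED replicate 1, at ED and from −0.0231 to 0.0117 at EN.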

Altogether this suggests that under favorable conditions SnRK1 undergoes repression towards the ED and activation toward the EN and that these changes in SnRK1 activity are at least partly driven by diel changes in Tre6P accumulation. In plants grown under equinoctial conditions, the expression of SnRK1-dependent genes increases during the night (Bläsing et al., 2005; Frank et al., 2018), and increases strongly in an extended night, in the regular night of the starchless *PHOSPHOGLUCOMUTASE* mutant *pgm* (Usadel et al., 2008) or in the day and night after transfer to low irradiance (Moraes et al., 2019). This pattern of expression was attributed to progressive depletion of carbon reserves during the night. Moreover, several of these genes, including *PYL5 and DIN10*, show defective expression at EN in a knockout mutant of bZIP63 (Viana et al., 2021), a transcription factor targeted by SnRK1 (Mair et al., 2015), further supporting the view that the peak in the expression of these genes towards the EN requires SnRK1 signaling. Interestingly, the expression of a *LUCIFERASE* (*LUC*) reporter for the promoter activity of a SnRK1 marker gene (*DIN6::LUC*) declined rapidly during the first half of the night (Frank et al., 2018), suggesting that maximal accumulation of the endogenous transcript at EN may require mechanisms beyond mere transcriptional induction.

Our conclusion that SnRK1 mediates part of the Tre6P effects on metabolism and gene expression in whole Arabidopsis rosettes, appears to be in conflict with *in vitro* assays in which Tre6P inhibits SnRK1 activity only when extracted from actively growing tissues (Zhang et al., 2009; Nunes et al., 2013). This may be explained by the inability of *in vitro* kinase assays to detect moderate changes in SnRK1 activity (Zhang et al., 2009; Nunes et al., 2013) that can be amplified *in vivo*, leading to clear downstream effects on metabolite and transcript accumulation. Also, as compared to young seedlings, the proportion of SnRK1 that is susceptible to Tre6P inhibition may be much lower in mature leaves and hence appear negligible when both systems are compared. It is also possible that Tre6P affects not only SnRK1 activity but also other aspects of SnRK1 signaling, that are not addressed in *in vitro* activity assays, or that the Tre6P inhibition requires additional factors that are better captured in *in vitro* assays with extracts from sink tissues than from source leaves. Nevertheless, we cannot rule out the possibility that the observed effects are caused by another metabolite in a Tre6P-dependent manner rather than by Tre6P itself.

Although we have thus far mostly considered potentially direct effects of SnRK1 on metabolism and gene expression, it is plausible that some of these effects are indirect, caused by perturbations in the circadian clock. The overexpression of SnRK1α1 was shown to lengthen the circadian period and to delay the circadian phase (Shin et al., 2017; Frank et al., 2018). 

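A list of 7 clock genes, written before the data were examined, moved strongly with the time of day in Col-0, with a log2 fold change between EN and ED of 8.60 for CCA1, 8.79 for LHY and −8.29 for GI. Between the genotypes, 0 of the clock genes had an adjusted p under 0.05 from limma in any of the 4 comparisons, over all genes or adjusted over the list alone, and at most 1 had an unadjusted p under 0.05 in each. The signed mean log2 fold change was 0.00 in SnRK1α1-OE at ED, −0.15 in SnRK1α1-OE at EN, where 6 of the 7 were tested, 0.20 in sesquiα2 at ED and −0.08 in sesquiα2 at EN, and camera gave no p under 0.05. RVE2, which is not on that list, had a log2 fold change of 0.96 in SnRK1α1-OE at ED (SE 0.152, adjusted p = 0.0574 from limma) and −0.42 at EN.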

SnRK1 could alter the clock through the transcription of *RVE2*, the only clock-related component retrieved in our transcriptional analyses (Table 4; Zhang et al., 2007) and whose transcript abundance was shown to respond to low carbon conditions (Moraes et al., 2019). The effect of SnRK1 may also involve the action of the bZIP63 transcription factor (Frank et al., 2018; Viana et al., 2021), CRYPTOCHROME 1 (CRY1; Yuan et al., 2016) or TIME FOR COFFEE (TIC; Shin et al., 2017), a circadian regulator that affects numerous metabolic outputs (Sanchez-Villarreal et al., 2013) and has been implicated in iron homeostasis (Duc et al., 2009).

In conclusion, SnRK1 plays central functions in metabolic and transcriptional regulation under favorable conditions and this is modulated by diel fluctuations in Tre6P levels. SnRK1 is part of the system that translates changes in sucrose levels into changes in Tre6P. SnRK1 also mediates or modulates the effects of Tre6P on the TCA cycle. Overall, the effects of SnRK1 depletion on metabolism and transcript abundance were considerably stronger than those of SnRK1 overexpression, suggesting constitutive SnRK1 activation is largely dampened by compensatory negative feedback mechanisms or that additional components (e.g. regulatory subunits) are required for inducing such responses.

## Materials and methods

A list of all primers, antibodies and plant lines used in this study is provided in Supplemental Table S5.

### Plant material and growth conditions

All *A. thaliana* plants used here are in the Columbia (Col-0) background. The *sesquiα2* mutant bears the *snrk1α1-3* mutation (GABI_579E09) in homozygosity and the *snrk1α2-2* mutation (WiscDsLox384F5) in heterozygosity and was previously described (Belda-Palazón et al., 2020). The *SnRK1α1-OE*, AlcR and iOtsA lines were described elsewhere (Jossier et al., 2009; Martins et al., 2013).

Seeds were sown in excess directly on a 1:1 mix of soil (Stender; www.stender.de) and vermiculite (soaked with tap water, supplemented with boron [1.8 mg L^−1^] and the fungicide Previcur [1.5 mL L^−1^; Bayer; www.bayer.de]) in round plastic pots (10-cm diameter). Pots were thereafter placed in a cold room (4° C) for 2–3 d before being transferred to growth cabinets (Percival E-36 L, CLF Plant Climatics GmbH, Wertingen, Germany) with the following settings: 12:12 light:dark photoperiod, 22:18° C temperature regime, 60% RH, and 160 µmol m^−2^ s^−1^ irradiance provided by white fluorescent tubes giving a light spectrum as described (Annunziata et al., 2017). The pots were covered with transparent plastic lids during the first 5 d and 2 d later the plants were thinned out to leave three to five plants per pot. All pots were well separated to prevent shading and their positions were randomized every 3 d to avoid positional effects. Plants were watered twice a week to ensure soil humidity. To this end, water was added to the trays and excess water (not absorbed by the pots) was removed from the trays after 1 h. To avoid pests, plants were treated weekly with *Caenorhabditis elegans* nematodes. Plant harvesting and treatments were started always in the light period of the 20th d of growth. The *sesquiα2* mutant was always pre-selected on 0.5 × MS medium supplemented with BASTA (10 µg mL^−1^) for 6 d and seedlings were thereafter transferred to soil. For ethanol-treated plants (AlcR and iOtsA), a solution of 2% (v/v) ethanol was gently sprayed over the rosettes, 6 h prior to harvest. Whole rosettes were harvested, flash frozen in liquid nitrogen and stored at −80°C until further analyses.

### Metabolite extraction and determination

For metabolite analyses, Col-0, *SnRK1α1-OE*, and *sesquiα2* plants were harvested at 4-h intervals for a period of 40 h starting at ZT8.

For enzymatic methods, approximately 20 mg of finely ground plant material was extracted twice in boiling 80% (v/v) ethanol and once in 50% (v/v) ethanol, both buffered with 10-mM HEPES-NaOH (pH 7.0). The resulting supernatants were used to measure soluble sugars (glucose, fructose, and sucrose) enzymatically, as described (Stitt et al., 1989). NO_3_^−^ and NO_2_^−^ amounts were also enzymatically determined from the ethanolic extracts (Cross et al., 2006). Both starch and total protein contents were determined from the insoluble material left after ethanol extraction, as described (Hendriks et al., 2003).

For LC–MS/MS-based quantifications, ∼20 mg of finely ground plant material was quenched in a 3:7 (v/v) chloroform:methanol mixture at liquid nitrogen temperature, and allowed to warm up to −20°C for 2 h. The chloroform phase was then extracted twice with ice-cold ultra-pure water. The two water phases were pooled together and evaporated to dryness in a centrifugal vacuum drier at 20°C. Pellets were resuspended in 350 µL of ultra-pure water, filtered through a Multiscreen Ultracel-10 (Milipore) membrane to remove high molecular weight components, and diluted 1:10 before analysis by high-performance anion-exchange chromatography coupled to tandem mass spectrometry, as described in (Lunn et al., 2006) with modifications (Figueroa et al., 2016).

### Protein extraction and TPS1 immunoblotting

For the extraction of total protein, whole rosettes (three per replicate) were ground in liquid N_2_. Finely ground tissue (∼30 mg per sample) was extracted in 1.5 volumes of buffer (50-mM NaCl, 1% [v/v] Igepal CA-630, 0.5% [w/v] sodium deoxycholate, 0.1% [w/v] sodium dodecyl sulphate, 50-mM Tris–HCl [pH 8.0], 1-mM EDTA [pH 8.0], supplemented with 50-µM MG132, 50-mM *N*-ethyl maleimide, complete EDTA-free Protease Inhibitor Cocktail [Roche; 1 tablet/20 mL], and 1:500 Phosphatase Inhibitor Cocktails 2 and 3 [Sigma-Aldrich]). Homogenates were cleared by centrifugation at 21,130*g* for 15 min at 4°C, and supernatants were used for protein quantification (Pierce 660 nm protein assay). Single use aliquots of 40-µg total protein were prepared and denatured in Laemmli buffer (Laemmli, 1970) before storage at −20°C. Total protein samples were separated by sodium dodecyl sulphate–polyacrylamide gel electrophoresis in 7% (w/v) acrylamide gels, transferred to polyvinylidene difluoride membranes (wet transfer at 4°C, 110 V, 60 min) and probed using a 1:3,000 dilution of an anti N-terminal TPS1 antibody (Yadav et al., 2014). Chemiluminescent detection was performed using a 1:10,000 dilution of Peroxidase AffiniPure goat anti-rabbit IgG (H + L; Jackson ImmunoResearch), and SuperSignal West Femto Maximum Sensitivity Substrate (Thermo Scientific).

### RNA extraction and RT-qPCR

Total RNA was extracted from ∼50 mg of finely ground tissue, with the Plant Nucleospin RNA extraction kit (Macherey-Nagel), following the manufacturer’s instructions. DNAse-treated RNA (0.5 µg) was used for cDNA synthesis, using SuperScript III Reverse Transcriptase (Life Technologies), as previously described (Rodrigues et al., 2013). qPCR was performed in a QuantStudio 7 platform (Applied Biosystems), with the i*Taq* Universal SYBR Green Supermix (Bio-Rad), and the 2^−^^ΔΔCt^ method for relative quantification (Livak and Schmittgen, 2001). The expression values of SnRK1-induced genes were normalized using the geometric mean of *UBIQUITIN 10* (*UBQ10*), *UBIQUITIN-CONJUGATING ENZYME 21* (*UBC21*), and *EUKARYOTIC INITIATION FACTOR 4A* (*EIF4A*; Vandesompele et al., 2002).

### RNA-seq analysis

For RNA-seq analyses, Col-0, *SnRK1α1-OE*, and *sesquiα2* rosettes were harvested at the ED and EN. Three biological replicates (each composed of a pool of four to five randomly sampled whole rosettes) were generated from each genotype and time point. Total RNA was extracted from ∼50 mg of finely ground tissue, with the Qiagen RNeasy Plant Mini Kit following the manufacturer’s instructions. RNA integrity was confirmed on an Agilent 2100 Bioanalyzer. Genomic DNA contamination was assessed by qPCR, using primers for an intronic region of the *MADS AFFECTING FLOWERING 5* (*MAF5*) gene. Only RNA samples with A260/A280 > 2.0, an RNA integrity number (RIN) >7.0, and undetectable gDNA levels, were used for RNA-seq. cDNA was synthesized and sequenced at BGI Genomics (Hong Kong), using a paired-end strategy and a read length of 150 bp, on their proprietary BGISEQ-500 platform.

Clean reads were mapped to the Arabidopsis reference genome (TAIR10) using HISAT2. All subsequent analyses were done in the R programming environment (v.3.6.3; R Core Team, 2020, https://www.R-project.org/; see Supporting Information Methods). Common gene names were retrieved with the biomaRt R package (v.2.47.2) (Drost and Paszkowski, 2017) based on Ensembl gene IDs. Overlaps between different sets of genes were revealed using the Venny online application (http://bioinfogp.cnb.csic.es/tools/venny/index.html). Heat maps for gene expression and metabolite levels were generated using conditional formatting in Excel using maximum and minimum values of Signal log2 ratios for generating the color gradient.

### Statistical analyses

Each data point in the metabolite measurements represents the average value of four to five biological replicates (each being a pool of four to five randomly sampled whole rosettes), with error bars representing the 95% confidence interval. Statistically significant differences were assessed by one-way analysis of variance (ANOVA) Sum of Squares Type II, followed by a Tukey’s post hoc test of honestly significant differences.

Tre6P:sucrose regression plots were built using all biological samples harvested at ED (12 h and 36 h after first dawn) and at EN (24 h and 48 h after first dawn), and used for determining Pearson’s correlation coefficients. Tre6P:sucrose and starch:sucrose ratios were calculated by averaging the ratios obtained for each individual sample at each time point. The results of the Tre6P:sucrose and Starch:sucrose ratios were then subjected to a *t* test for identification of statistical significance between genotypes, or to a one-way ANOVA Sum of Squares Type II, followed by a Tukey’s post hoc test of honestly significant differences, respectively. Rates of starch accumulation and degradation were estimated as described (Moraes et al., 2019), using linear models describing starch levels as a function of time (starch = a.ZT+b).

Statistical analyses were performed using the *R* software (https://www.R-project.org/) and GraphPad Prism version 8.4.0 for Windows (GraphPad Software, La Jolla, CA, USA). In all cases a significance level (α) of 0.05 was used.

### Accession numbers

Sequence data from this manuscript is available in the Arabidopsis Genome Initiative database under these accession numbers: *BGAL4*, At5g56870; *DIN10*, At5g20250; *PYL5*, At5g05440; *TPS1*, At1g78580; *MAF5*, At5g65080; *RZPF34*, At5g22920; *TPS8*, At1g70290; *eIF4A*, At3g13920; *UBC21*, At5g25760; *UBQ10*, At4g05320. Sequence data for otsA is available in GenBank, under the accession number X69160.1. RNAseq data have been deposited in the NCBI GEO database under accession number GSE168382.

## Supplemental data

The following materials are available in the online version of this article.

**Supplemental Figure S1.** Experimental setup for the metabolomic and transcriptomic characterization of SnRK1 mutant lines.

**Supplemental Figure S2.** Impact of SnRK1 on glucose and fructose accumulation.

**Supplemental Figure S3.** Impact of SnRK1 on the sucrose–Tre6P relationship and on *TPS1* transcript accumulation.

**Supplemental Figure S4.** Impact of SnRK1 on starch and starch:sucrose ratios.

**Supplemental Figure S5.** Validation of RNAseq and expression of SnRK1 marker genes.

**Supplemental Table S1.** Metabolite measurements from rosettes of Col-0, *SnRK1α1-OE and sesquiα2* mutants during a 12:12 d-night cycle.

**Supplemental Table S2.** Genes differentially expressed in the *SnRK1α1-OE and sesquiα2* mutants at the ED and EN as compared to the Col-0 control.

**Supplemental Table S3.** Genes differentially expressed in the *SnRK1α1-OE and sesquiα2* mutants both at ED and EN.

**Supplemental Table S4.** Gene ontology enrichment analysis of genes differentially expressed in the *sesquiα2* mutant.

**Supplemental Table S5.** List of primers, antibodies, and plant lines used in this study.

## Supplementary Material

kiab350_Supplementary_Data Click here for additional data file.

# Supplementary material for: Impact of the SnRK1 protein kinase on sucrose homeostasis and the transcriptome during the diel cycle
**Source:** Plant Physiol. 2021 Jul 28;187(3):1357–73. doi: 10.1093/plphys/kiab350
**Supplement:** kiab350_Supplementary_Data

# Figure S1

**A**

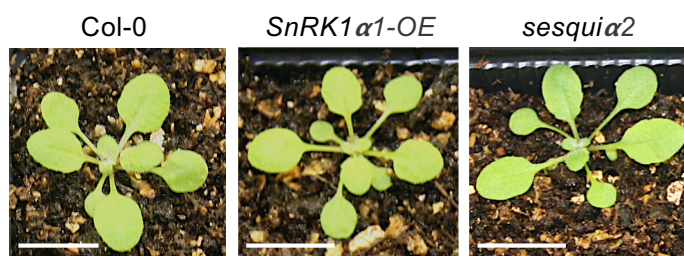

**B**

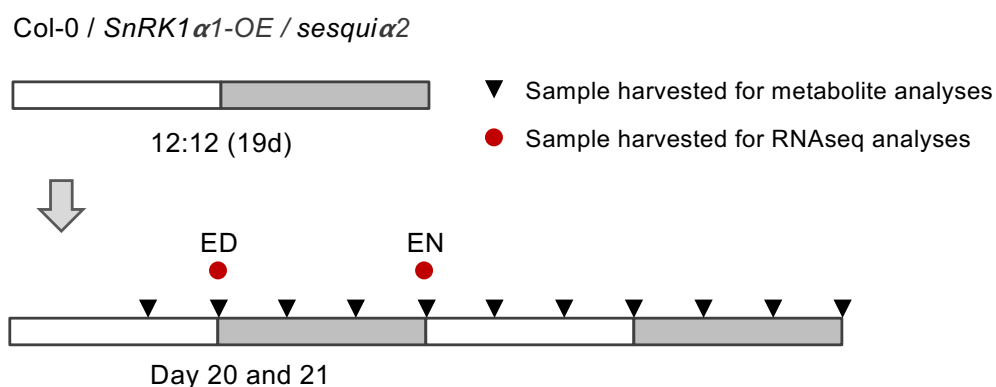

**Supplemental Figure S1.** Experimental setup for the metabolomic and transcriptomic characterization of SnRK1 mutant lines. A, Representative pictures of the plants used in these analyses are shown [Col-0, *SnRK1α1-OE*, *sesquial2*]. Scale bar, 1 cm. B, Plants were grown under a 12:12 photoperiod for 19 days. Starting on the 20<sup>th</sup> day, whole rosettes were harvested every 4 h over a period of 40 h. Black arrows represent the time points used for metabolic measurements, and the red circles represent the end of day (ED) and end of night (EN) time points selected for RNA-seq analyses. The night period is marked in grey.

## Figure S2

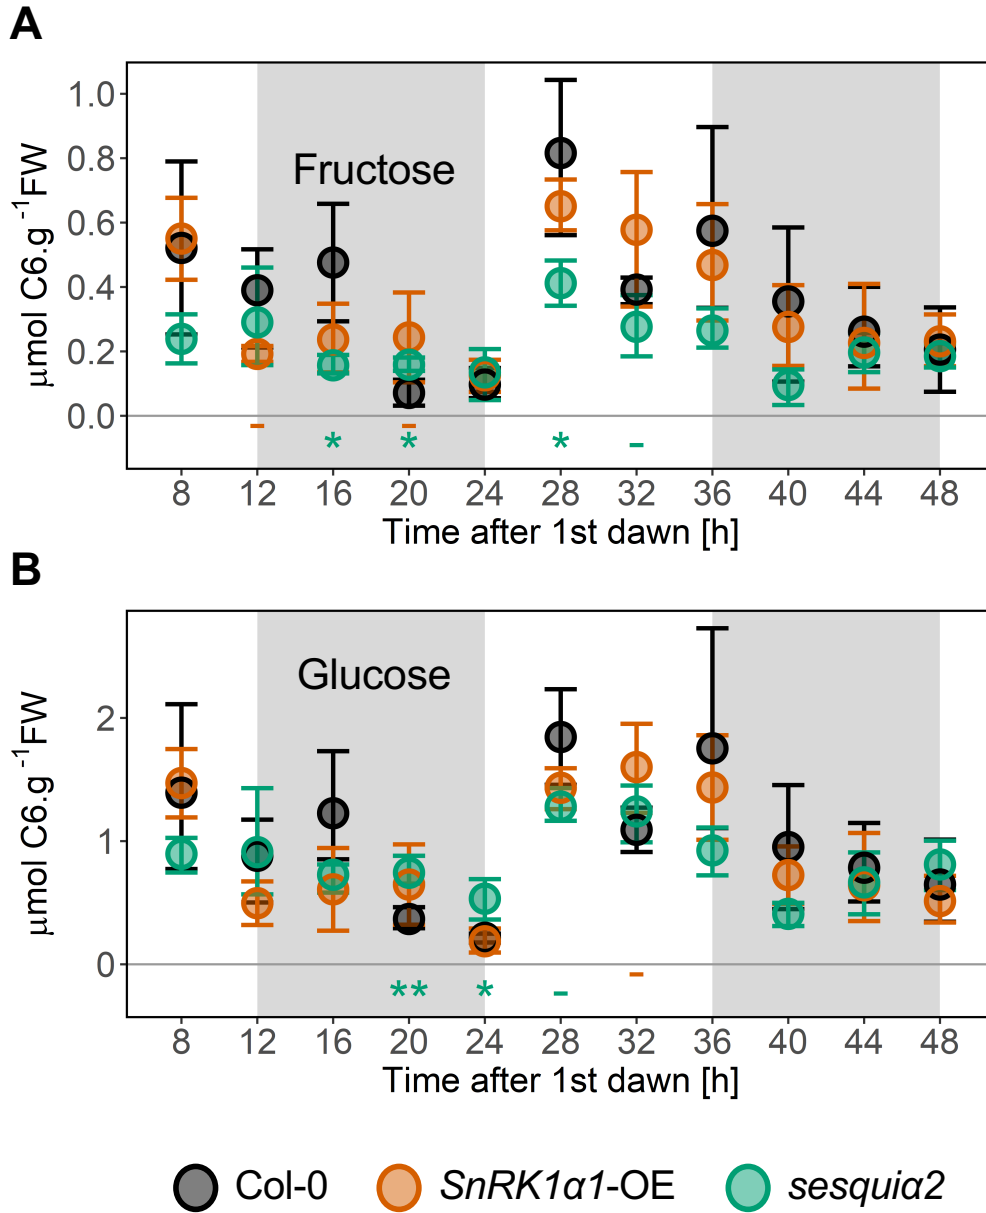

**Supplemental Figure S2.** Impact of SnRK1 on glucose and fructose accumulation. Fructose (A) and glucose (B) levels were quantified from 20-day old Col-0, *SnRK1α1-OE*, and *sesquia2* plants grown under a 12:12 photoperiod and harvested every 4 h. The night period is marked in grey. Graphs show the average of 4-5 biological replicates (each composed of a pool of 4-5 randomly sampled whole rosettes) at each time point, with error bars representing the 95% confidence interval. Asterisks denote statistically significant differences tested at each ZT for both genotypes separately (one-way ANOVA with Tukey's post-hoc test of honestly significant differences, HSD). (-),  $p < 0.1$  cases in which the Tukey's HSD test resulted in non-significant differences; (\*),  $p < 0.05$ ; (\*\*),  $p < 0.01$ .

## Figure S3

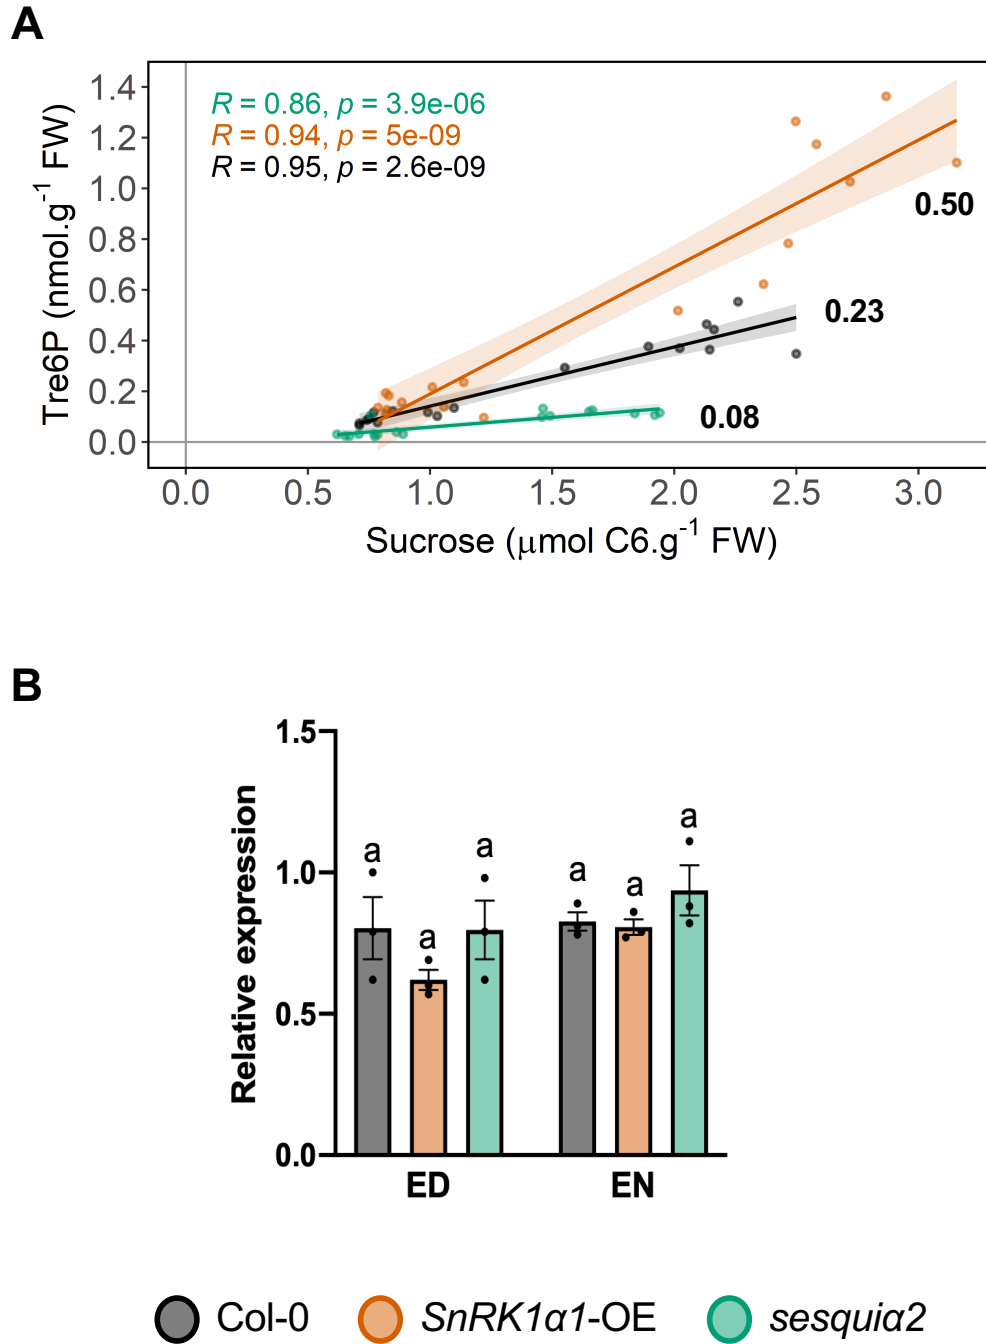

**Supplemental Figure S3.** Impact of SnRK1 on the sucrose-Tre6P relationship and on *TPS1* transcript accumulation. A, The sucrose content of samples at the end of the day (ED, 12h and 36h after first dawn) and end of the night (EN, 24h and 48h after first dawn) was plotted against the corresponding values of Tre6P. *R*, Pearson correlation coefficient. Black numbers adjacent to each line indicate the slopes of the corresponding sucrose-Tre6P regression. Sucrose levels correspond to hexose equivalents. B, *TPS1* transcript levels quantified by RT-qPCR from 20 d-old Col-0, *SnRK1α1-OE* and *sesquia2* rosettes at ED and EN. Graph corresponds to the average of 3 independent experiments (error bars, SEM). Letters indicate significantly different groups assessed using the ANOVA and Tukey's HSD post-test. Sucrose levels correspond to hexose equivalents.

## Figure S4

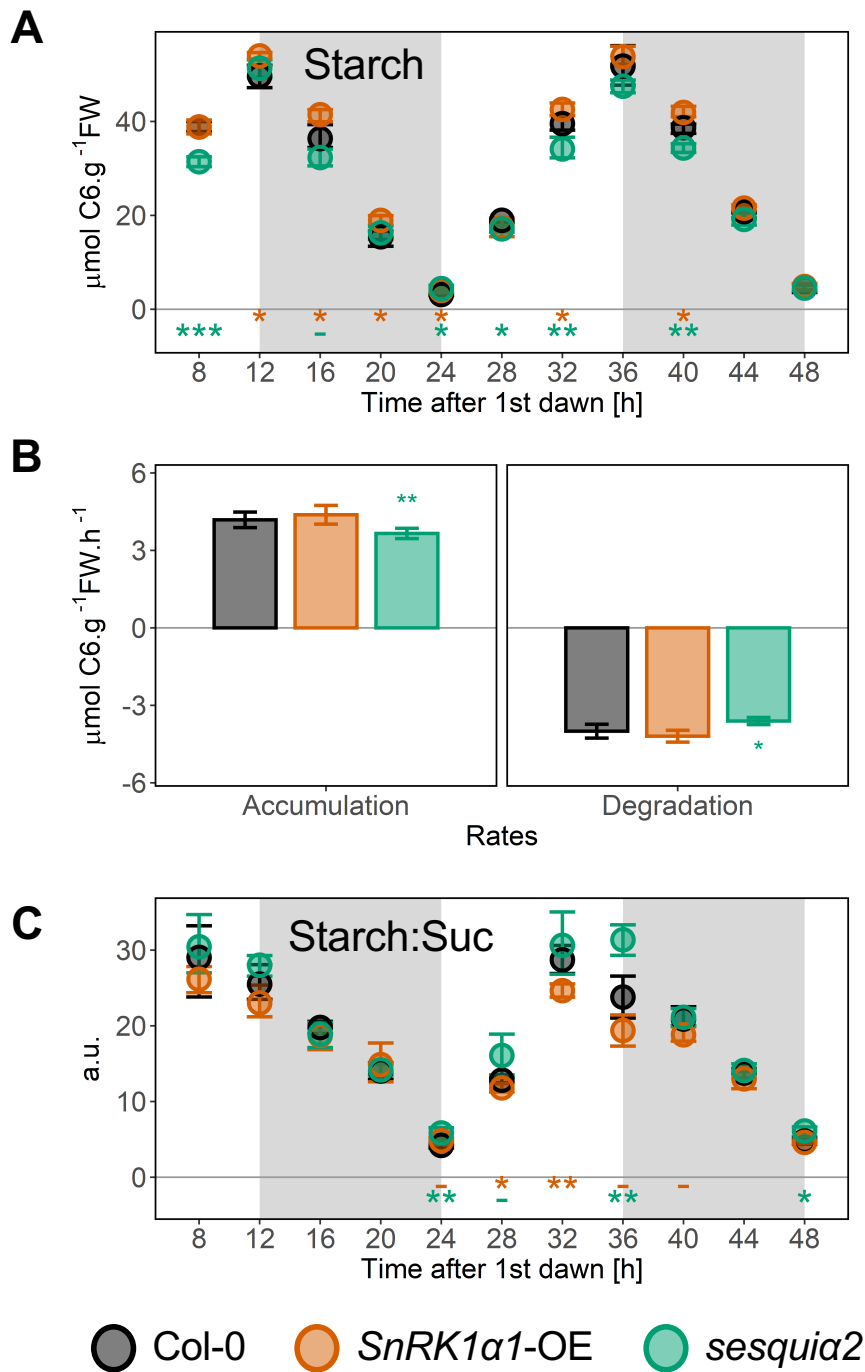

**Supplemental Figure S4.** Impact of *SnRK1* on starch and starch:sucrose ratios. Twenty-day old Col-0, *SnRK1α1*-OE, and *sesquia2* plants grown under a 12:12 photoperiod were harvested every 4 h for quantifying starch levels (A), rates of starch accumulation during the day (left panel) and starch mobilization during the night (right panel) (B), and starch:sucrose ratios (C). The night period is marked in grey. Time series plots show the average of 4-5 biological replicates (each composed of a pool of 4-5 randomly sampled whole rosettes) at each time point, with error bars representing the 95% confidence interval. Asterisks denote statistically significant differences (one-way ANOVA with Tukey's HSD post-hoc test). (-),  $p < 0.1$  cases in which the Tukey's HSD test resulted in non-significant differences; (\*),  $p < 0.05$ ; (\*\*),  $p < 0.01$ ; (\*\*\*),  $p < 0.001$ . Starch levels correspond to hexose (C6) equivalents. Rates in panel (B) were calculated as the slope of the linear fit of all biological replicates either in the day or night periods. Statistically significant differences to the control Col-0 were tested for both mutants using ANCOVA;  $p$ -values reported by asterisks as above.

## Figure S5

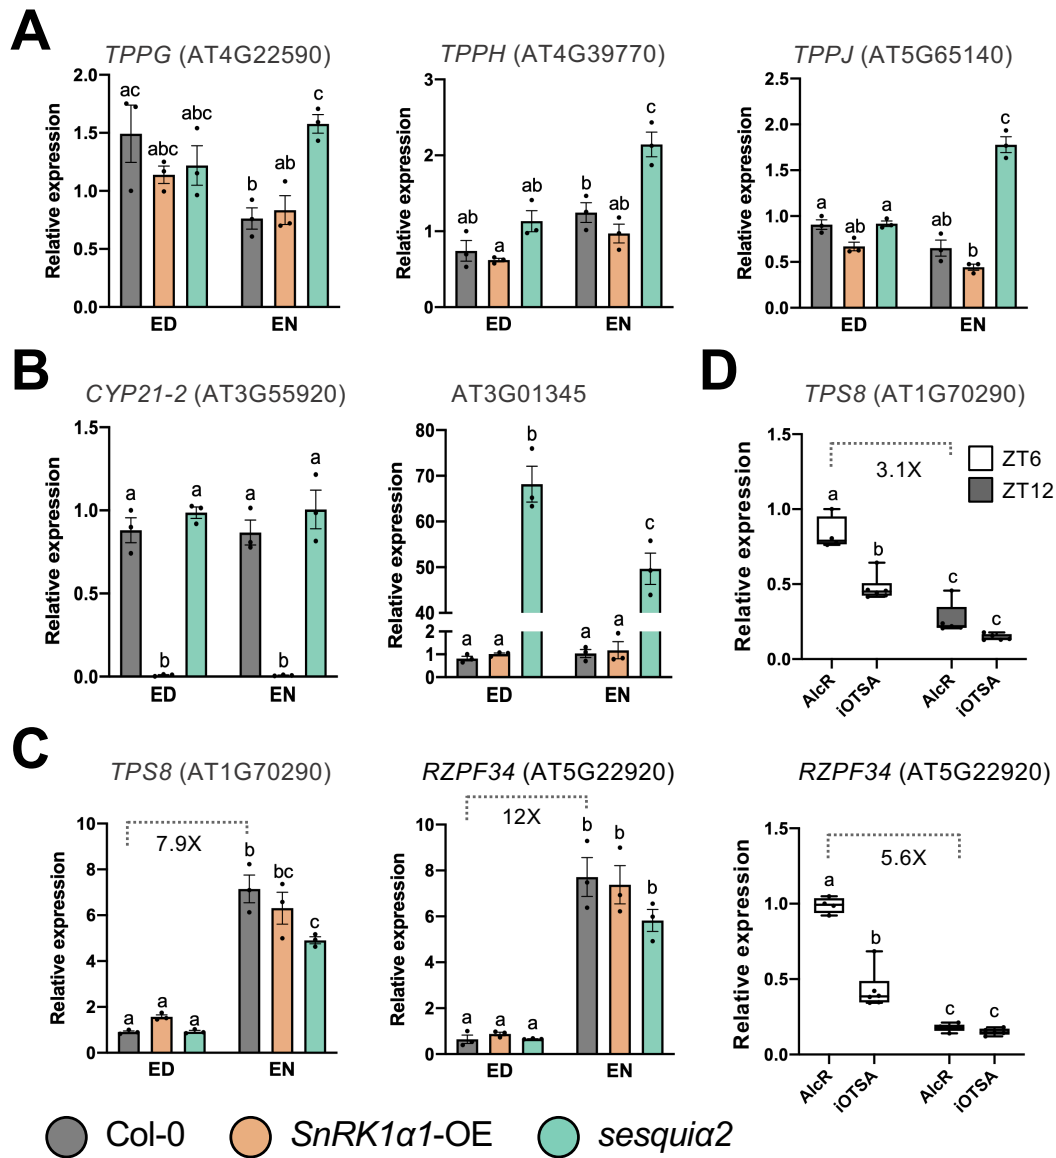

**Supplemental Figure S5.** Validation of RNAseq and expression of SnRK1 marker genes. RT-qPCR analyses in the indicated genotypes and time points of selected *TPP* genes retrieved as differentially expressed in *sesquia2* at EN (A), genes affected both at EN and ED in the *SnRK1α1*-OE (left graph) and *sesquia2* (right graph) RNAseq datasets (B), and two SnRK1 marker genes (Baena-Gonzalez et al., 2007) (C). Graphs correspond to the average of three independent experiments (error bars, SEM). Letters indicate significantly different groups assessed using the ANOVA and Tukey's HSD post-test. D, Induction of *OtsA* expression in an ethanol-inducible line (*iOtsA*) and the corresponding empty vector control (*AlcR*). Ethanol (2% v/v) was sprayed over the plants at ZT0 or at ZT6 and whole rosettes were harvested after 6 h (ZT6 and ZT12 indicate the time of harvest) for RT-qPCR analyses of two SnRK1 marker genes. Quantification of *otsA* in these samples is shown in Fig. 6a. Values denote expression relative to the ZT6 time point of the *AlcR* line. Boxplots represent 4-5 biological replicates (each consisting of a pool of three randomly harvested rosettes). Lower and upper box boundaries represent the first and third quantiles, respectively, horizontal lines mark the median and whiskers mark the highest and lowest values. Dots represent individual datapoints. Different letters indicate statistically significant differences ( $p < 0.05$ , one-way ANOVA with Tukey's HSD test).

## RNA-seq analysis

For RNA-seq analyses, Col-0, *SnRK1 $\alpha$ 1-OE* and the *sesquiala2* mutant were harvested at the end of the day (ED) and end of the night (EN). Three biological replicates (each composed of a pool of 4-5 randomly sampled whole rosettes) were generated from each genotype and time point. Total RNA was extracted from approximately 50 mg of finely ground tissue, with the Qiagen RNeasy® Plant Mini Kit according to the manufacturer's instructions. RNA integrity was confirmed on an Agilent 2100 Bioanalyzer. Genomic DNA contamination was assessed by qRT-PCR, using primers for an intronic region of the *FCL1* gene. Only RNA samples with A260/A280>2.0, an RNA integrity number (RIN)>7.0, and undetectable gDNA levels, were used for RNA-seq. cDNA libraries were synthesized and sequenced at BGI Genomics (Hong-Kong), using a paired-end strategy and a read length of 150 bp, on their proprietary BGISEQ-500 platform.

Clean reads were mapped to the Arabidopsis reference genome (TAIR10) using HISAT2. 

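The table of normalized values described here is the one deposited. A TMM factor corrects the size of a library for a few genes that take many reads. edgeR's pseudo-counts are the counts that each library would have had at one common effective size, moved by quantiles of a negative binomial distribution with a common dispersion, here 0.0232 when fitted to the deposited values. The product of a pseudo-count and the factor returns each library to one total instead of one effective size.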

The resulting table of counts was normalized using a Trimmed Mean of M-values (TMM) procedure (Robinson & Oshlack, 2010) with the *edgeR* R package [v.3.28.1; (Robinson et al., 2009)]. This table was obtained and exported by multiplying the pseudo.counts table by the scaling factors after estimating the scaling factors, the common and the tagwise dispersions with *calcNormFactors()*, *estimateCommonDisp()* and *estimateTagwiseDisp()* functions, respectively. Pairwise comparisons between each *SnRK1* mutant line and Col-0 were performed at each time point, using the *edgeR* R package [v.3.28.1; (Robinson et al., 2009)]. Each pairwise comparison was analyzed independently by subsetting the main gene count table to the samples belonging to the groups considered in each comparison. For each pairwise comparison, the subsetting gene count table was imported to *edgeR* with *DGEList()*, lowly expressed genes filtered out with *filterByExpr()*, with default parameters, with the *min.count=10* and *min.total.count=15* filters being applied across the 3 samples, and the filtered table normalized with the TMM method using the function *calcNormFactors()*. 

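Each comparison of a line with Col-0 was filtered, normalized and tested on its own. The filter keeps genes with enough reads in as many libraries as the smaller group holds. The quasi-likelihood model then tests each gene with a spread estimated from the 6 libraries of that comparison, so the same Col-0 libraries enter both lines' comparisons at a time point, and the spread between them enters both tests.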

The functions *estimateDisp()* and *glmQLFit()* were used to estimate dispersion and fit the data to a quasi-likelihood negative binomial generalized log-linear model, applying the robust parameter during the estimation of dispersion. Differentially expressed genes were assessed across groups using the *glmQLFTest()* function and a false discovery rate (FDR) cut-off below 0.05 was applied for considering a gene differentially expressed between two conditions. *p*-values were adjusted for multiple comparisons using the Benjamini-Hochberg

correction to control the FDR. Common gene names were retrieved with the biomaRt R package (v.2.47.2) (Drost & Paszkowski, 2017) based on Ensembl gene IDs. The plots made in this section were done with the ggplot2 R package (v.3.3.2) (Wickham, 2016). All the analyses described before and made after the mapping step were done in the R programming environment (v.3.6.3; R Core Team, 2020, <https://www.R-project.org/>).

## REFERENCES

- Drost HG, Paszkowski J. 2017.** Biomart: Genomic data retrieval with R. *Bioinformatics* **33**: 1216–1217.
- Robinson MD, McCarthy DJ, Smyth GK. 2009.** edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. *Bioinformatics* **26**: 139–140.
- Robinson MD, Oshlack A. 2010.** A scaling normalization method for differential expression analysis of RNA-seq data. *Genome Biology* **11**.
- Wickham H. 2016.** *ggplot2 Elegant Graphics for Data Analysis (Use R!)*. Springer-Verlag New York. ISBN 978-3-319-24277-4.

How the deposited data were processed for this re-analysis (not part of the article)

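RNA was measured in 18 libraries of whole Arabidopsis rosettes, 3 for each of Col-0, SnRK1α1-OE and sesquiα2 at ED (ZT 12 h) and at EN (ZT 24 h). According to the supplementary text, the authors mapped the reads with HISAT2 to TAIR10, computed TMM factors and pseudo-counts with edgeR, and deposited the pseudo-counts multiplied by the factors. The deposited signal values are thus edgeR pseudo-counts times TMM factor as deposited by the authors, 1 per gene and library, for 32833 genes, of which 32548 are in the reference annotation. Each library totals 37929523 to 37930213. How reads were counted per gene, and whether the strands were kept apart, is not stated.

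Whole reads were recovered by fitting library sizes, factors and dispersion (0.0232) and inverting the calculation. Running it forward again gave all 590994 deposited values back to rounding. The libraries held 35050877 to 40416618 reads. The fitted factors do not have the geometric mean that these libraries alone would give, so the authors' normalization seems to have held other libraries too.

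The log2 of the deposited value plus a pseudocount of 1 was fitted with limma (version 3.58.1, R 4.3.3; lmFit, then eBayes with trend and robust settings). Genes were tested with a value of at least 10 in at least 3 libraries of the fit and a sum of at least 15. P-values were adjusted by the Benjamini-Hochberg method. A gene was called with an adjusted p under 0.05 and an absolute log2 fold change of at least 1. Each line was compared with Col-0 at each time point, and EN with ED in each genotype, on 6 libraries each. The difference of a line's effect between EN and ED was tested on 12 libraries and called at an adjusted p under 0.05. Gene lists were tested with camera (preset correlation 0.01, and an estimated correlation beside it) and fry. The lists are those of the paper, 3 own lists for copper, abscisic acid and clock genes, and lists of defence and shoot apex genes written after the spread within groups was seen. A gene with at most 3 reads in every library of a group was given as a lower bound of its fold change.

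The genes named are every gene the paper names from the RNA-seq data, with the own lists, and in each comparison the 3 called genes with the largest rise and the 3 with the largest fall among those whose groups did not overlap. This rule, the tests and most alternatives were set before the data were examined. The alternatives were other pseudocounts (0.125 and 4), no filter on low values, median-ratio scaling, quantile normalization, a fit of all 18 libraries, eBayes without the robust setting, the replicate number as a block, and leaving out each library in turn. Chosen after seeing the data were the removal of a trend on gene length and GC from each library, and a quasi-likelihood test with edgeR (version 4.0.16) on the recovered reads, which is the kind of test the supplementary text describes. The calls were tested on simulated data with 200 changed genes, of which 197 were called with 2 false calls in a comparison of 6 libraries, and 200 with 15 false calls in the test of the difference between time points. The simulated changes were 1.5 and 2 on the log2 scale, in genes well above the floor, with a dispersion of 0.03. The simulated libraries were drawn independently, without the deviations that the real libraries share. These numbers therefore do not measure how reliable the real calls are. The RT-qPCR, metabolite and protein data and the gene ontology tests were left out, since they are not in the deposited table.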

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

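The test for a shortage of copper was chosen only after its result was seen, and the counts over other splits of the libraries were planned before.

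The effect of the genotype differed between ED and EN in a direct test of that difference for 42 of 20041 genes in SnRK1α1-OE and for 164 of 20122 genes in sesquiα2 (adjusted p under 0.05 from limma, 12 libraries). The paper compares lists of DEGs between the time points and gives no test of the difference. When the genotype labels were split in other ways within each time point, 7 of 100 splits gave as many genes for SnRK1α1-OE and 5 of 100 for sesquiα2, the real split included, with up to 774 and 851 genes in another split. Splits could keep the real grouping at only ED or only EN, or turn it over at EN, and so could hold real genotype effects. The splits therefore cannot decide whether a grouping of the libraries by chance gave either count, and that source stays open. Without Col-0 ED replicate 1 the counts were 1132 and 1564. In SnRK1α1-OE the count was 0 without Col-0 ED replicate 3 (2929 genes at an unadjusted p under 0.05), Col-0 EN replicate 2 (3446), SnRK1α1-OE ED replicate 1 (3725), SnRK1α1-OE EN replicate 1 (4218) or SnRK1α1-OE EN replicate 2 (3176). In sesquiα2 it was 7 without Col-0 ED replicate 3 or sesquiα2 EN replicate 3. The loss is thus not tied to a single library. A biological difference between the time points stays open for the set as a whole.

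Among the genes named, those with a difference between EN and ED in sesquiα2 were TPPJ (1.43 on the log2 scale, adjusted p = 0.00451 from limma), CSLA1 (−3.73, adjusted p = 0.00451), AT3G06070 (−1.11, adjusted p = 0.0156), RVE2 (−1.65, adjusted p = 0.0237), HEMA1 (−0.82, adjusted p = 0.027), ERF107 (−1.08, adjusted p = 0.038), FER1 (−1.09, adjusted p = 0.048) and NEET (−1.50, adjusted p = 0.0494). Over the 22 alternatives of each, the adjusted p was 0.00285 to 0.0294 for TPPJ, 0.00164 to 0.0765 for CSLA1, 0.00449 to 0.0622 for AT3G06070, 5.89e-04 to 0.075 for RVE2, 0.00685 to 0.078 for HEMA1, 0.00828 to 0.116 for ERF107, 0.0079 to 0.139 for FER1 and 7.08e-04 to 0.148 for NEET. It was under 0.05 in 22 of the 22 for TPPJ, 21 for CSLA1, 19 for AT3G06070, 16 for RVE2, 12 for HEMA1, 12 for ERF107, 9 for FER1 and 7 for NEET. CSLA1 had 2 to 3 reads in sesquiα2 and 4 to 6 in Col-0 at EN, so its difference rests on values near the floor.

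In SnRK1α1-OE the named genes with such a difference were AT3G06070 (−1.35, adjusted p = 0.0118 from limma; 9.54e-04 to 0.0737 over the alternatives, under 0.05 in 16 of 22) and ERF107 (−1.46, adjusted p = 0.0494; 0.00824 to 0.143, under 0.05 in 10 of 22). Both genes are higher at EN than at ED in Col-0, by 3.59 and 2.76 on the log2 scale. Only sesquiα2 was grown on selection plates first, and whether that matters for its differences was not tested.

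The paper does not discuss the genes of the copper list as a group. Of its 8 genes 5 were tested in sesquiα2 at EN, and all of them lay on the side of a copper shortage, with a signed mean log2 fold change of 0.65. COPT2 (log2 fold change 0.74, adjusted p = 0.0659 from limma) and FRO4 (0.82, adjusted p = 0.185) were higher than in Col-0. CSD1 (−0.50, adjusted p = 0.0322), CSD2 (−0.45, adjusted p = 0.0491) and CCS (−0.75, adjusted p = 0.00542) were lower. Adjusted over the list alone 5 genes passed, and over all genes 3. FSD1, which is not on the list but among the iron core genes, was higher as well. A shortage of copper may explain these directions, but as a set the genes did not stand out from the others (camera p = 0.242, and 0.551 with an estimated correlation), while fry gave 4.65e-04. At ED the signed mean was 0.64, with FRO4 on the other side. The values do not tell a shortage of copper apart from other causes. A biological cause through the genotype stays open and was not tested.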

How the results depend on the processing

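Removing the length and GC trend and the edgeR test were chosen after seeing the data, and the other alternatives before.

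Of 164 alternatives to the 17 results on groups of genes, leaving out libraries apart, 140 left the result within the limits set for it and 24 moved a count by more than 1.5 times. None was reversed by the limits set, which do not weigh how many genes rise and fall. The 4 iron core sets, the 3 comparisons of EN with ED, the DEGs of sesquiα2 at EN and the genes of Table S2H were among those that held under these alternatives. The cause was not tested for any of the moves below.

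In a fit of all 18 libraries the DEGs of SnRK1α1-OE at ED numbered 216 and those of sesquiα2 at ED 215, the genes with a difference between time points 523 in SnRK1α1-OE and about 3.8e+02 in sesquiα2 (221 with a rise and 163 with a fall), and the genes shared between time points in sesquiα2 45. With the replicate block the DEGs numbered 19 in SnRK1α1-OE at ED, 33 in SnRK1α1-OE at EN and 20 in sesquiα2 at ED, the genes with a difference between time points 15 and 64, and the shared genes in sesquiα2 9. The correlation of libraries with one replicate number was over 0.1 in 9 of 21 pairs of libraries and under −0.1 in 6. It was 0.434, 0.394 and 0.108 between Col-0 ED and Col-0 EN, and 0.698, 0.0679 and 0.496 between Col-0 EN and SnRK1α1-OE EN, so whether the numbers pair some of the libraries stays open. With the block 197 genes in SnRK1α1-OE at EN had an adjusted p under 0.05, against 13 without it. With median-ratio scaling SnRK1α1-OE had 87 DEGs at ED and 18 genes with a difference between time points, and with quantile normalization 83 and 21. Without the robust setting these were 23 and 5, and with the length and GC trend removed 94 and 171. Genes with a difference between time points in sesquiα2 numbered 326 with that trend removed. Without a filter on low values they were 100 in sesquiα2 and 4 in SnRK1α1-OE, where more genes were tested. With edgeR they were 13 in SnRK1α1-OE. The balance of these genes moved with normalization. In SnRK1α1-OE 29 of 42 had a rise, against 6 of 18 with median-ratio scaling, 8 of 21 with quantile normalization, 33 of 171 with the length and GC trend removed and 4 of 13 with edgeR. In sesquiα2 81 of 164 had a rise, against 46 of 173, 52 of 184, 72 of 326 and 54 of 176 in the same order. With the smaller pseudocount the shared genes of SnRK1α1-OE numbered 5.

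With each library left out, DEGs ranged from 4 (without SnRK1α1-OE ED replicate 1) to 548 (without Col-0 ED replicate 1) in SnRK1α1-OE at ED, from 5 (without Col-0 EN replicate 3) to 13 at EN, from 1 (without sesquiα2 ED replicate 1) to 336 (without Col-0 ED replicate 1) in sesquiα2 at ED, and from 87 (without sesquiα2 EN replicate 3) to 532 (without Col-0 EN replicate 1) at EN. With edgeR, leaving out Col-0 ED replicate 1 gave 553 and 325 DEGs at ED, and leaving out Col-0 EN replicate 1 gave 432 in sesquiα2. Genes with a difference between time points ranged from 0 (2929 at an unadjusted p under 0.05) to 1132 in SnRK1α1-OE and from 7 to 1564 in sesquiα2, highest without Col-0 ED replicate 1. The lowest counts came without Col-0 ED replicate 3 and also without each of 4 other libraries in SnRK1α1-OE and without sesquiα2 EN replicate 3 in sesquiα2. Shared genes ranged from 2 (without Col-0 EN replicate 3) to 8 and from 1 (without sesquiα2 ED replicate 1) to 45 (without Col-0 ED replicate 1). The iron core mean in SnRK1α1-OE at EN ranged from 0.16 (without Col-0 EN replicate 3) to 0.31, and the camera p passed 0.05 without Col-0 EN replicate 3 (0.0829) and without SnRK1α1-OE EN replicate 3 (0.133). It was 0.26 to 0.38 in SnRK1α1-OE at ED, −2.23 to −1.98 in sesquiα2 at ED and −2.21 to −2.07 at EN. DEGs between EN and ED numbered 3565 to 4220 in Col-0, 3022 to 3800 in SnRK1α1-OE and 3013 to 3353 in sesquiα2. Fewer libraries enter each of these fits.

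For 74 results on single genes, 740 alternatives left 701 calls as they were, 17 weaker and 22 stronger, and 423 fits without a library left 323 as they were, 87 weaker and 13 stronger. None was reversed. With 3 libraries per group, genes with few reads limit the calls: those at the floor have lower bounds only.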

Differences from the paper's values

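The paper gives 5 genes lower in SnRK1α1-OE at ED (the paper's value), and 10 were found here. Among the alternatives set before the data were examined, eBayes without the robust setting gave 7, the replicate block 5 and the fit without SnRK1α1-OE ED replicate 3 gave 4, all within the limits of the paper's value. The other pseudocounts, no filter, median-ratio scaling, quantile normalization, the fit of all 18 libraries and the other fits without a library did not close the gap.

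The log2 fold change of SnRK1α1 in SnRK1α1-OE at ED is 4.24 in the paper's supplement and was 4.17 here. The log2 fold change of SnRK1a1 (the SnRK1α1 transcript, AT3G01090) was 4.27 with median-ratio scaling, 4.21 with quantile normalization and 4.21 without SnRK1α1-OE ED replicate 2, within the limits of the paper's value. The other alternatives set before the data were examined did not close the gap. With edgeR on the recovered reads, chosen after seeing the values, it was 4.24.

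The paper lists IRP3 and AT3G06070 as DEGs in SnRK1α1-OE at ED, and IRT3, DIN10 and ERF107 as DEGs in sesquiα2 at EN. Here their log2 fold changes were 0.97, 0.99, −0.97, −0.98 and −0.95, below the limit of 1. With edgeR on the recovered reads, chosen after seeing the values and of the kind the paper's methods describe, they were 1.03, 1.06, −1.07, −1.08 and −1.04. Median-ratio scaling also placed IRP3 (1.07), AT3G06070 (1.08), IRT3 (−1.07), DIN10 (−1.08) and ERF107 (−1.05) past 1. The same edgeR test gave the paper's numbers at EN, 10 higher and 5 lower in SnRK1α1-OE and 129 higher and 106 lower in sesquiα2, and 24 shared genes in sesquiα2. At ED it gave 28 higher and 10 lower genes in SnRK1α1-OE and 20 higher and 22 lower in sesquiα2.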

Other observations

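The tests of the axis within groups, of the spread at ED, of the Col-0 libraries shared by the Table S2H comparisons, of the region around SnRK1α1 and of even read numbers were chosen only after their result was seen. The others were planned.

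Other splits of the 6 libraries into 3 and 3 were counted for each comparison, the real split included. As many DEGs were given by 2 of 10 splits for SnRK1α1-OE at ED, 1 of 10 for SnRK1α1-OE at EN, 2 of 10 for sesquiα2 at ED, 1 of 10 for sesquiα2 at EN and 1 of 10 for EN against ED in each genotype. A share under 0.1 is not possible with this design. The other splits at ED put Col-0 ED replicate 1 with SnRK1α1-OE ED replicates 2 and 3 (54 DEGs) and with sesquiα2 ED replicates 1 and 2 (205 DEGs). For the iron core mean and for the median of the Table S2H genes in SnRK1α1-OE at ED, 1 of 10 splits was as far from 0 in each comparison. For the iron core mean in SnRK1α1-OE at EN another split came to 0.2306 against the real 0.2315, so that value is all but matched by a wrong grouping. In sesquiα2 the largest other values were 0.929 at ED and 0.857 at EN, against means of −2.10 and −2.15. For the number of Table S2H genes higher at EN in Col-0, 5 of 10 splits were as far from the middle. Genes shared between time points were as many in 1 of 100 splits for each line, the real one. Every other split at EN called 0 genes in both lines and so left none to share. Combined with the real split at EN, the other splits at ED that called 54 and 205 genes also shared 0 genes. ED and EN have no library in common. Nearly all other splits were thus fixed at 0 shared genes, and the share of 1 of 100 does not measure chance. The 8 shared genes in SnRK1α1-OE and 27 in sesquiα2 are set against only 1 other split at ED with calls in each line. That is little evidence against a chance arrangement of the libraries for the shared counts.

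Within groups the libraries differed along one axis that held 39.7% of the variance, with Col-0 ED replicate 1 (0.45) and Col-0 EN replicate 1 (0.43) at its high end. A trend on gene length and GC is argued against as the whole cause, since the scores before and after its removal had a correlation of 0.951 and the axis still held 37.4%. Gene length may still have a part, since before removal the loadings of the genes fell with length (Spearman's rho = −0.494). Library size is not told apart from no effect (permutation p = 0.51, r = 0.177). The defence state of the plants may be involved: the mean loading of 10 defence genes lay farther toward the low end than in all but a share of 1e-04 of random lists, the smallest they can give, with 8 of 10 genes on that side. The random lists were matched on expression and not on how genes move together. The defence list was also written after the spread within groups was seen. That share therefore does not measure how well a defence cause is supported. The share of shoot apex in the tissue cannot be told apart from chance with 5 genes (share 0.1, 4 of 5 genes on the high side). The axis lies within groups, so genotype and time of harvest do not produce it.

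More genes were called in sesquiα2 at EN than at ED. With one spread fitted for all 18 libraries the numbers were 215 at ED and 243 at EN, so a larger spread between the ED libraries may have a part in it for some genes. The typical gene was not more spread at ED, with a median residual SD of 0.19 at ED and 0.192 at EN, and the explanation stays open. Whether the genotype differences are also smaller at ED cannot be told apart: the mean squared log2 fold change less its error was 0.103 at ED and 0.122 at EN, and it moved to 0.222 at ED without Col-0 ED replicate 1 and to 0.0426 without sesquiα2 ED replicate 1.

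The log2 fold changes of the lines went together at ED, with a correlation of 0.359 over 19395 genes. Simulated unchanged lines that share the Col-0 libraries gave a median of 0.523 (−0.152 to 0.87), so the shared libraries are a candidate explanation. For the genes of Table S2H, sharing the Col-0 EN libraries is argued against as the whole cause of their rise in Col-0, since 76 of 105 were also higher at EN in SnRK1α1-OE, which shares no library with the comparison that chose them. Sharing may still add to it, since simulated unchanged groups gave a median of 95.5 genes above 0 (28 to 106) against the 83 seen. The size of the rise was seldom reached in them. The median log2 fold change of the list was typically 0.313, with an upper limit of 1.18, against 1.78 seen. The highest of 1000 simulations gave 1.82, so sharing alone reached that size only at the extreme.

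AT3G01345 lies near SnRK1α1, and a change across that region was tested as a source. Within 1000000 bp of SnRK1α1 4 of 255 genes were called in sesquiα2 and elsewhere 258 of 19559 (Fisher's exact p = 0.583), which argues against a change of the region as a whole. A change at AT3G01345 itself stays open.

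Even numbers of reads made up 60.6% of the values with 10 to 19 reads and 50.8% of those with 50 to 99. Counting both mates of a pair is a candidate cause.

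The 10 abscisic acid genes had a mean log2 fold change of 0.49 in sesquiα2 at EN with 8 of 10 in the direction of the list (camera p = 0.0113; 0.298 with an estimated correlation; 0.0487 under fry). The defence genes had a mean of −1.08 in sesquiα2 at ED (camera p = 4.16e-06; 0.183 with an estimated correlation; 0.11 under fry). At EN the mean was 0.26 with 9 of 10 above 0 (camera p = 0.0893; 0.485 with an estimated correlation; 0.186 under fry). In SnRK1α1-OE it was −0.39 at ED (camera p = 0.378) and 0.23 at EN (camera p = 3.83e-04; 0.0651 with an estimated correlation; 0.0473 under fry). The tested shoot apex genes had a mean of 0.42 in sesquiα2 at EN, and 0.23 at ED.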
